# Espin enhances confined cell migration by promoting filopodia formation and contributes to cancer metastasis

**DOI:** 10.1038/s44319-025-00437-1

**Published:** 2025-04-04

**Authors:** Yan Wang, Peng Shi, Geyao Liu, Wei Chen, Ya-Jun Wang, Yiping Hu, Ao Yang, Tonghua Wei, Yu-Chen Chen, Ling Liang, Zheng Liu, Yan-Jun Liu, Congying Wu

**Keywords:** Cancer Metastasis, Confined Migration, Espin, Filopodia, Cancer, Cell Adhesion, Polarity & Cytoskeleton

## Abstract

Genes regulating the finger-like cellular protrusions—filopodia have long been implicated in cancer metastasis. However, depleting the flat lamellipodia but retaining filopodia drastically hampers cell migration on spread surface, obscuring the role of filopodia in cell motility. It has been noticed recently that cells under confinement may employ distinct migratory machineries. However, the regulating factors have mainly been focused on cell blebbing, nuclear deformation and cell rear contractility, without much emphasis on cell protrusions and even less on filopodia. Here, by micropore-based screening, we identified espin as an active regulator for confined migration and that its overexpression was associated with metastasis. In comparison to fascin, espin showed stronger actin bundling in vitro and induced shorter and thicker filopodia in cells. Combining the imaging-compatible microchannels and DNA-based tension probes, we uncovered that espin overexpression induced excessive filopodia at the leading edge and along the sides, exerting force for confined migration. Our results demonstrate an important role for filopodia and the regulating protein—espin in confined cell migration and shed new light on cytoskeletal mechanisms underlying metastasis.

## Synopsis

Espin induces abundant filopodia formation at the leading edge and along the sides, exerting force for cells migrating in confined channels, thereby promoting confined migration and contributing to cancer metastasis.

- By micropore-based screening and in vivo experiments, the actin bundling protein espin is identified as an active regulator for confined cell migration.
- Espin overexpression facilitates cancer metastasis.
- Espin enhances confined cell migration by promoting filopodia formation.
- Espin overexpressing cells form excessive filopodia at the leading edge and along the sides, exerting force for confined migration.

## Abstract (web summary)

Espin induces abundant filopodia formation at the leading edge and along the sides, exerting force for cells migrating in confined channels, thereby promoting confined migration and contributing to cancer metastasis.

## Introduction

During 2D migration, actin filaments at the cell leading edge assemble to promote cell protrusions such as flat lamellipodia and thin filopodia, which generate protrusive force and sense chemical and physical cues in the microenvironment (Albuschies and Vogel, 2013; Chan and Odde, 2008; Jacquemet et al, 2015; Vasioukhin et al, 2000). Abundant filopodia are characteristic of invasive cancer cells and high expression of filopodia regulators such as fascin and myosin-X are associated with cancer progression (Cao et al, 2014; Huang et al, 2015). Contrary to the majority of lamellipodia formed as an extension of the cell body along the bottom matrix, many 2D cultured cells extend filopodia not only along the leading edge but also towards the dorsal side. Lamellipodia deficiency resulting from Arp2/3 depletion largely abolishes cell motility, while the remaining filopodia-driven cell motility appears to be inefficient (Suraneni et al, 2012; Wu et al, 2012). These long-standing observations have posed the question of the exact role of filopodia in cell motility and how that contributes to cancer metastasis.

Metastasis is the leading cause of cancer-related death. It is a complex process during which cancer cells invade from primary tumors, enter and survive in circulation, then exit the bloodstream and form metastatic tumors at distant tissues. To invade surrounding tissues, cancer cells can remodel the microenvironment via secretion of matrix metalloproteinases (MMPs) that degrade the extracellular matrix (ECM) and can also squeeze through physical constrictions much smaller than their diameters without ECM degradation (referred to as confined migration) (Davidson et al, 2014; Liu et al, 2015; Page**-**McCaw et al, 2007). Cancer cells experience extensive morphological deformation when subjected to various mechanical constraints such as migrating in dense ECM or squeezing through the endothelium (Paul et al, 2017; Reymond et al, 2013; Roberts et al, 2021). It has been reported that confined migration of cancer cells enhances metastatic capacity (Bera et al, 2022; Fanfone et al, 2022; Yang et al, 2023). Deciphering the molecular mechanisms underlying confined migration may help target cancer metastasis.

Mechanistically, cell migration through constricted space requires dynamic nuclear deformation and forward force generation (Hervas-Raluy et al, 2019; Paul et al, 2017). Under conditions of low-adhesive confinement, mesenchymal tumor cells can undergo a morphological switch to adopt fast ameboid migration driven by membrane blebbing and cell rear contraction (Liu et al, 2015). Perinuclear actin network or reduced lamin A level can induce increased nuclear deformability, consequently facilitating confined migration (Bell et al, 2022; Harada et al, 2014; Thiam et al, 2016). The forward nuclear movement is supported by actomyosin contraction in coordination with microtubule-mediated pulling (Ju et al, 2024; Marks and Petrie, 2022; Renkawitz et al, 2019). Nevertheless, the contribution of cell leading edge and actin-based protrusions is largely under-studied in confined migration.

Espin is characterized as an actin-bundling protein involved in the formation of parallel actin bundles, including stereocilia and filopodia (Bartles et al, 1998; Chou et al, 2011; Loomis et al, 2003). In this study, we have identified espin as an active regulator for confined migration by promoting filopodia formation, along the cell periphery and towards the dorsal surface. In comparison to fascin, espin shows stronger actin-bundling activity in vitro and induces shorter and thicker filopodia in cells. During confined migration, espin overexpressing cells form excessive filopodia at the leading edge and along the sides, exerting force for cells migrating in confined environments. Moreover, espin contributes to cancer metastasis without affecting cell proliferation, invadopodia assembly or cell survival under fluid shear stress. These findings unveil a critical and definitive role of filopodia in cell motility and shed light on the contribution of actin-based protrusions in confined migration and cancer metastasis.

## Results

### Identification of espin as an active regulator for confined migration

To identify potential regulators involved in confined cell migration, we performed transwell migration assay with narrow pore size to simulate native physical confined microenvironment. 

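Mouse embryonic fibroblasts (MEF), an adherent connective tissue cell, were compared after passing through a membrane with 3 μm pores within 15 h (Confine) and as parental cells that had not (Ctrl). The authors purified polyadenylated RNA, had it sequenced, and deposited the number of reads counted on each of 55335 genes, without normalization. The deposited table has 6 columns, 3 labelled Ctrl and 3 labelled Confine. The columns of Confine replicates 1 and 2 hold the same count in all 55335 genes, so they were counted as 1 sample, which leaves 3 Ctrl and 2 Confine libraries. In the paper's source table for Fig. 1B, of which 1998 genes were compared, the repeated column equals the second of 3 different Confine columns, and it is called Confine replicate 2 here. The Ctrl libraries held 27853805, 24450853 and 22287210 counts and the Confine libraries 32537550 and 27290138 counts. The paper's text does not name the aligner, the counting program or whether counting used the strand, and these steps could move counts between overlapping or near-identical genes. Gene names and positions were taken from GENCODE M21 (mouse genome GRCm38), which shares 54587 of the gene identifiers in the same version. The 15881 genes kept by edgeR's filter on low counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1.5, the cutoffs in the legend of Fig. 1, which does not say whether its P is adjusted.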

Transmigrated cells were collected for RNA sequencing (RNA-seq) to analyze transcriptional profile changes in comparison to parental cells (Fig. 1A). In total, 1017 genes were differentially expressed (490 upregulated genes and 527 downregulated genes), among which 27 genes were identified to code actin-associated proteins (Fig. 1B). 

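Between Confine and Ctrl, 1271 of the 15881 tested genes were differentially expressed by edgeR's quasi-likelihood test, of which 777 were upregulated and 494 downregulated. As a ratio, the number moved most with the cutoff on the fold change made part of the test (edgeR's glmTreat), when 357 genes passed, 289 of them upregulated and 68 downregulated. The largest move in the number of genes was without the cutoff, when 3654 genes had an adjusted p under 0.05, 2035 of them upregulated and 1619 downregulated. With library size alone in place of TMM, the median log2 fold change of the tested genes moved by -0.21, and 622 genes were upregulated and 678 downregulated. With the replicate number added to the fit as a block, 703 genes were upregulated and 438 downregulated. Ctrl replicate 1 has no Confine partner, so the difference in that fit rests on replicates 2 and 3. Differences between replicates 2 and 3 in Ctrl and in Confine had a correlation across genes of -0.05 over all 15881 tested genes and of -0.11 over the 10458 genes with an average log2 CPM above 2, and genes are not independent replicates. Of a list of 295 actin-associated genes written without reference to these counts, 224 were tested and 15 were differentially expressed, 10 upregulated and 5 downregulated. The odds of being differentially expressed for the listed genes were 0.822 times those of the other tested genes with a symbol (two-sided Fisher's exact test, p = 0.536). Without the fold change cutoff, 62 of the 224 listed genes had an edgeR adjusted p under 0.05 with adjustment over all tested genes, against 3654 of all 15881. The listed genes then had the higher share, and the odds at this setting were not tested. All 224 listed genes are protein-coding, against 12203 of the 15871 tested genes with a symbol, so the shares do not compare like genes. With adjustment over the list alone, 67 listed genes had an edgeR adjusted p under 0.05. The upregulated listed genes were Espn, Fmn2, Fhod3, Rac3, Coro2a, Whamm, Gas7, Rhob, Jmy and Mtss1, with log2 fold changes from 1.52 for Jmy to 3.10 for Espn. The downregulated listed genes were Limch1, Actr3b, Sorbs2, Myl9 and Lmod1, with log2 fold changes from -2.94 for Limch1 to -1.52 for Lmod1. Limch1 has transcripts that share at least 100 bp at 95% identity or more with transcripts of other genes. Actr3b had at most 25 counts in any library, and its edgeR adjusted p of 0.035 became 0.107 with the replicate block. Genes close to the cutoff also fell below it in some fits, with log2 fold changes of 1.45 for Jmy, -1.42 for Myl9 and -1.38 for Lmod1 with the block and of 1.31 for Jmy and 1.37 for Rhob with library size alone.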

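Espn, which encodes espin, lies on the minus strand of chromosome 4 from 152120331 to 152152371 (GRCm38), and no other annotated gene with counts overlaps it. It had 10, 4 and 4 counts in the Ctrl libraries and 43 and 63 in the Confine libraries. This corresponds to 0.222 ± 0.107 normalized CPM (SD, n = 3) in Ctrl and 1.98 ± 0.742 normalized CPM (SD, n = 2) in Confine. The log2 fold change was 3.10 (standard error 0.53, adjusted p = 2.55e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both Confine libraries were above all 3 Ctrl libraries (two-sided exact permutation test on log2(CPM + 1), p = 0.1, the smallest p that 3 libraries against 2 allow). With each library left out in turn, the log2 fold change ranged from 2.66 to 3.58, and with the replicate block it was 3.54 (standard error 0.74, edgeR adjusted p = 3.76e-05). Ctrl replicate 1 is alone in its block and does not inform the difference in that fit. The block value is therefore close to the one without this library, 3.58, and is not a separate check. The fit with the block has 1 residual degree of freedom, and edgeR then set no limit to the weight of the spread shared by all genes, so its p-values do not use a gene's own replicate spread and are not comparable in strength with those of the fit without it. At these counts, a library's value rests on few reads. By real-time quantitative PCR, the paper's reported relative levels in Fig. 1C are 1.01 ± 0.12 (SD, n = 3 technical replicates) in control cells and 9.30 ± 1.55 (SD, n = 3) in transmigrated cells.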

The ectoplasmic specialization protein (espin), an actin-bundling protein, was retrieved from the upregulation list (corresponding gene *ESPN*) and verified using real-time quantitative PCR (Fig. 1B,C). As a verification of the RNA-seq data, we found that the number of cells transmigrated through 5 μm pores markedly increased under espin overexpression (OE) while reduced under espin knockdown (KD) compared to control MDA-MB-231 cells (Figs. 1D–G and EV1A,B). To eliminate the possibility that the increased transmigration of espin OE cells was resulted from accelerated cell proliferation, we monitored cell growth rate in parallel and found that altered espin expression had little effect (Fig. EV1C,D). These observations argued that espin promoted confined migration. To better elucidate the underlying mechanism, we fabricated imaging-adaptable microchannels with 5 μm width and 10 μm height to create a confined microenvironment for cells (Fig. 1H) (Wang et al, 2022b). Consistent with the transwell results, more espin OE cells entered the microchannels than control cells, with elevated velocity as shown by the nuclear movement (Figs. 1I,J and EV1E,F), thereby providing additional evidence for the crucial role of espin in promoting confined cell migration.

**Figure 1:**
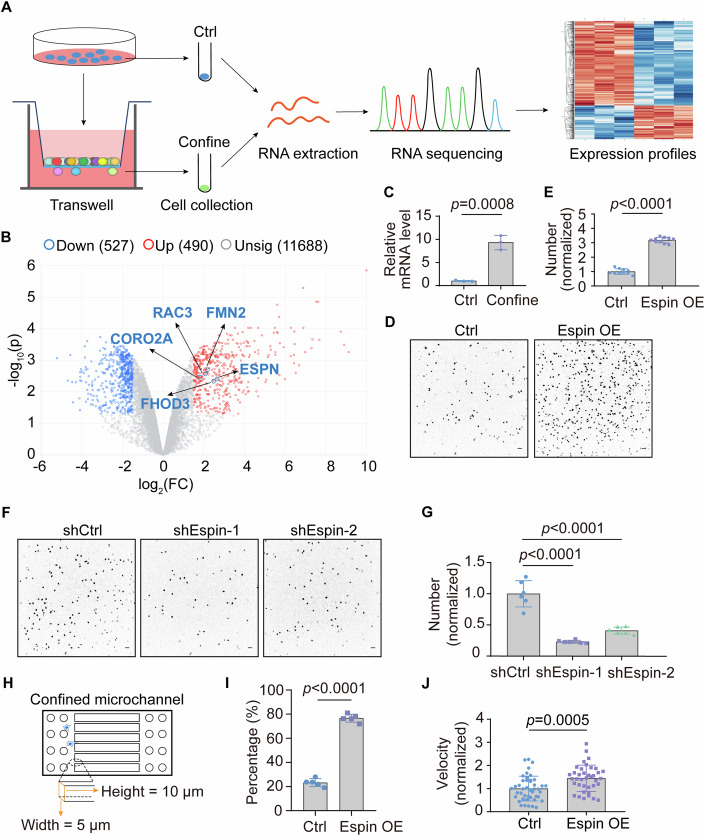
Identification of espin as an active regulator for confined migration. (**A**) Diagram showing the process of micropore-based screening. MEF cells were seeded on the top of the transwell with 3 μm pore size and collected at the bottom after 15 h. (**B**) Interactive volcano plot showing the feature pattern: confine versus ctrl. Several F-actin-associated proteins were circled and annotated. *ESPN* was the corresponding gene name for protein espin. The plot was acquired using NetworkAnalyst. Differential expression was analyzed using DESeq2. log_2_(FC) > 1.5, *P* < 0.05. (**C**) The relative level of *ESPN* mRNA in control and transmigrated cells. Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 3, *n*_(Confine)_ = 3. Significance was tested using unpaired Student’s *t* test. The experiment was independently replicated once. (**D**) Representative images of control and espin OE cells on the bottom surface of 5 μm transwell (10 μm long). Scale bar: 50 μm. The experiment was independently replicated three times. (**E**) Quantification of cell number in (**D**). Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 10, *n*_(Espin OE)_ = 10. Significance was tested using unpaired Student’s *t* test. *P*_(Ctrl, Espin OE)_ = 1e-15. (**F**) Representative images of bottom shCtrl and espin KD cells on 5 μm transwell. Scale bar: 50 μm. The experiment was independently replicated twice. (**G**) Quantification of cell number in (**F**). Data represent technical replicates and are shown as mean ± SD. *n*_(shCtrl)_ = 6, *n*_(shEspin-1)_ = 6, *n*_(shEspin-2)_ = 6. Significance was tested using one-way ANOVA and unpaired Student’s *t* test. *P*_(shCtrl, shEspin-1)_ = 4.54e-6, _*P*__(shCtrl, shEspin-2)_ = 5.7e-5. (**H**) Schematic representation of the confined microchannel. (**I**) Quantification of cell percentage of control and espin OE cells entered the microchannels. Data represent biological replicates and are shown as mean ± SD. *N*_(Ctrl)_ = 5, *N*_(Espin OE)_ = 5. Significance was tested using paired Student’s *t* test. The experiment was independently replicated five times. *P*_(Ctrl, Espin OE)_ = 5.39e-5. (**J**) Quantification of nuclear velocity of control and espin OE cells in the microchannels. Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 44, *n*_(Espin OE)_ = 38. Significance was tested using unpaired Student’s *t* test. The experiment was independently replicated once. Source data are available online for this figure.

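The other 4 genes annotated in Fig. 1B were also upregulated in Confine. Fhod3, on chromosome 18 from 24708623 to 25133501 (GRCm38), had 1.02 ± 0.404 normalized CPM (SD, n = 3) in Ctrl and 7.85 ± 0.371 normalized CPM (SD, n = 2) in Confine. Its log2 fold change was 2.95 (standard error 0.32, adjusted p = 2.24e-06 from edgeR's quasi-likelihood test) and 2.97 (standard error 0.43, edgeR adjusted p = 2.56e-10) with the replicate block. Fhod3 overlaps Tpgs2 on the opposite strand, which had a mean of 868.6 counts per library against 102.0 for Fhod3, so reads could have been assigned to either if counting ignored the strand. Fmn2, on chromosome 1 from 174501825 to 174822729, had 0.728 ± 0.238 normalized CPM (SD, n = 3) in Ctrl and 3.65 ± 0.339 normalized CPM (SD, n = 2) in Confine. Its log2 fold change was 2.31 (standard error 0.37, edgeR adjusted p = 1.44e-04) and 2.31 (standard error 0.51, edgeR adjusted p = 1.08e-04) with the block. Rac3, on chromosome 11 from 120721470 to 120723969, had 2.86 ± 0.791 normalized CPM (SD, n = 3) in Ctrl and 12.9 ± 3.72 normalized CPM (SD, n = 2) in Confine. Its log2 fold change was 2.17 (standard error 0.27, edgeR adjusted p = 1.09e-05) and 2.11 (standard error 0.35, edgeR adjusted p = 6.29e-08) with the block. Coro2a, on chromosome 4 from 46536937 to 46602202, had 6, 8 and 7 counts in the Ctrl libraries and 36 and 34 in the Confine libraries, the lowest of the 5 genes in Confine. Its log2 fold change was 2.24 (standard error 0.52, edgeR adjusted p = 0.00374) and 2.08 (standard error 0.73, edgeR adjusted p = 0.0326) with the block. For each of these genes the Confine libraries lay above all Ctrl libraries, and leaving out each library in turn gave log2 fold changes of 2.71 to 3.26 for Fhod3, 2.11 to 2.58 for Fmn2, 1.84 to 2.44 for Rac3 and 2.08 to 2.34 for Coro2a.

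**Figure D1:**
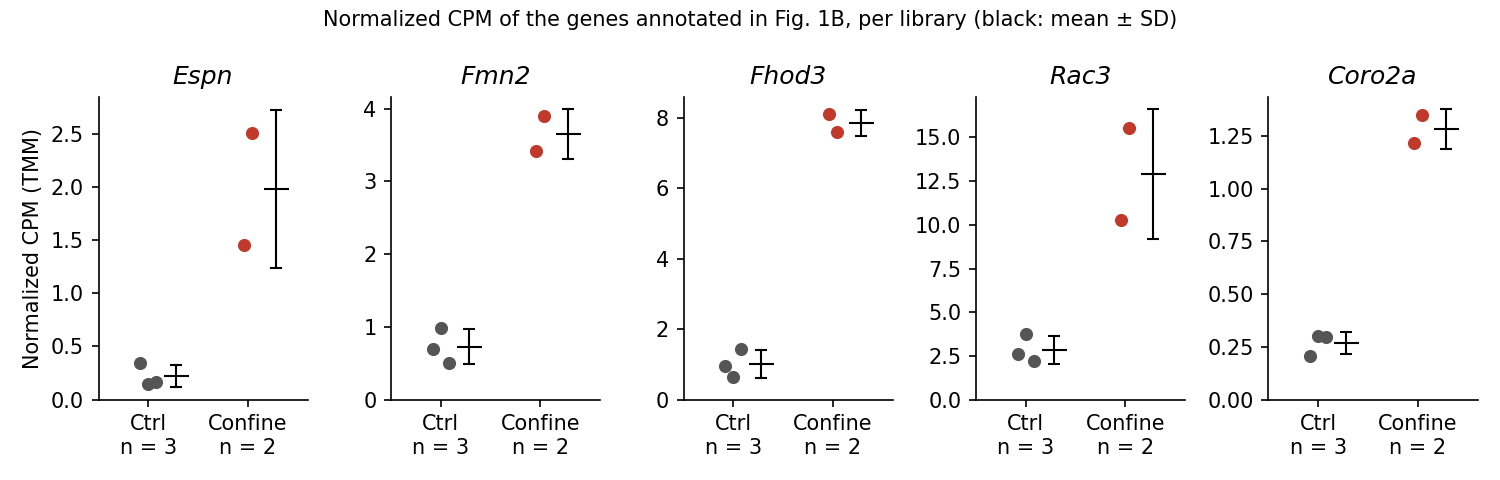
Normalized CPM of Espn, Fmn2, Fhod3, Rac3 and Coro2a on a linear axis from 0, with 1 point per library for 3 Ctrl and 2 Confine libraries and the mean ± SD in black. In each gene both Confine points lie above the 3 Ctrl points, from a mean of 1.28 normalized CPM for Coro2a to 12.9 for Rac3 in Confine.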

**Figure EV1:**
Related to Fig. 1. (**A**) Confocal z-stacks taken with 1 μm steps show that the constriction length of transwell is approximately 10 μm. Stack 1 shows bottom nuclei on transwell while stack 12 shows upper nuclei. Dashed circles mark the representative bottom and upper nuclei. Scale bar: 20 μm. (**B**) Western blotting showing espin KD. (**C**) Cell growth curve of control and espin OE cells using CCK8 kit. Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 5, *n*_(Espin OE)_ = 5. (**D**) Cell growth curve of control and espin KD cells. Data represent technical replicates and are shown as mean ± SD. *n*_(shCtrl)_ = 5, *n*_(shEspin-1)_ = 5, *n*_(shEspin-2)_ = 5. (**E**) Representative images showing control (just blue) and espin OE cells (cyan and blue) in microchannels. The nuclei were stained with Hoechst and displayed as blue. Scale bar: 20 μm. (**F**) Representative nuclear displacement of control and espin OE cells in confined microchannels with 5 μm width. The nuclei were stained with Hoechst and displayed as blue. Scale bar: 20 μm.

### Espin expression is positively correlated with cancer malignancy and metastasis

Confined migration has been implicated in tumor metastasis (Bera et al, 2022; Fanfone et al, 2022; Yang et al, 2023). We thus set to investigate whether espin modulated tumor metastasis. We evaluated the expression profiles of espin in tumor and normal samples with the TCGA and GTEx databases (Consortium, 2015) and found that espin was elevated in multiple tumors (Fig. 2A). Moreover, the higher expression level of espin was associated with lower overall survival, especially within the first 150 months, suggesting a correlation between espin and cancer aggressiveness during the early period (Fig. 2B).

**Figure 2:**
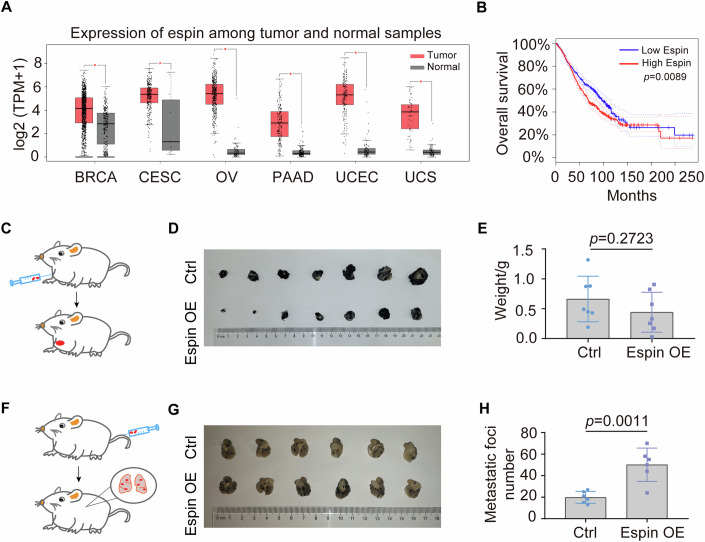
Espin expression is positively correlated with cancer malignancy and metastasis. (**A**) Expression profiles of espin among TCGA tumor samples (red) and GTEx normal samples (gray) using GEPIA. TPM: transcripts per million, BRCA: breast invasive carcinoma, CESC: cervical squamous cell carcinoma and endocervical adenocarcinoma, OV: ovarian serous cystadenocarcinoma, PAAD: pancreatic adenocarcinoma, UCEC: uterine corpus endometrial carcinoma, UCS: uterine carcinosarcoma. *n*_(BRCA Tumor)_=1085, *n*_(BRCA Normal)_=291, *n*_(CESC Tumor)_=306, *n*_(CESC Normal)_=13, *n*_(OV Tumor)_=426, *n*_(OV Normal)_=88, *n*_(PAAD Tumor)_=179, *n*_(PAAD Normal)_=171, *n*_(UCEC Tumor)_=174, *n*_(UCEC Normal)_=91, *n*_(UCS Tumor)_=57, *n*_(UCS Normal)_=78. In the box plot, the upper line shows the maxima, the center line shows the median, the lower line shows the minima, the upper bound of box shows upper quartile, the lower bound of box shows lower quartile. Significance was tested using LIMMA. *P*_(BRCA)_ = 5.53e-39, *P*_(CESC)_ = 1.74e-10, *P*_(OV)_ = 6.14e-122, *P*_(PAAD)_ = 2.67e-63, *P*_(UCEC)_ = 2.78e-71, *p*_(UCS)_ = 2.63e-36. *P < 0.01. (**B**) The relationship between espin expression level and overall survival of patients with tumors in (**A**). *n*_(Low Espin)_=1098, *n*_(High Espin)_=1098. The 95% confidence interval was added as dotted line. Significance was tested using log-rank test. (**C**) Diagram showing subcutaneous tumor model in mice. (**D**) Subcutaneous tumors removed from mice after underarm injection for 10 days. The experiment was independently replicated once. (**E**) Tumor weights in (**D**). Data represent technical replicates and are shown as mean ± SD. *n*_*(*Ctrl)_ = 7, *n*_(Espin OE)_ = 7. Significance was tested using unpaired Student’s *t* test. (**F**) Diagram showing experimental tumor metastasis model in mice. (**G**) Lungs removed from mice after tail-vein injection for 2 weeks. The experiment was independently replicated twice. (**H**) Quantification of metastatic foci number on the lung surface in (**G**). Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 6, *n*_(Espin OE)_ = 6. Significance was tested using unpaired Student’s *t* test. Source data are available online for this figure.

We then generated the espin OE B16-F10 cell line and examined the role of espin in tumor growth using a subcutaneous tumor model (Fig. 2C). In accordance with our finding that espin did not promote cell proliferation, we observed that the subcutaneous tumor weight remained similar between control and espin OE groups (Fig. 2D,E). To investigate whether espin regulates cancer metastasis, control and espin OE cells were injected into the tail vein of C57BL/6J mice (Fig. 2F). After 2 weeks following the injection, metastatic tumors on the lung surface were visible as black puncta and counted as metastatic foci (Fig. EV2A). The number of metastatic foci was markedly increased in espin OE group (Fig. 2G,H). These results suggest that higher espin expression may facilitate tumor metastasis, resulting in lower overall survival.

**Figure EV2:**
Related to Fig. 2. (**A**) Metastatic foci are morphologically circular and black to be visible on the lung surface, as shown in dashed circles.

### Espin has no effect on invadopodia formation or cell survival under fluid shear stress

Cancer metastasis is a multistep process including cancer cell invading from primary tumors, entering circulatory system, surviving and extravasating from the circulation, and colonizing at distant tissues. Cancer cells utilize invadopodia to traverse basement membranes surrounding primary tumors and invade into adjacent tissues (Murphy and Courtneidge, 2011). To test the effect of espin on invadopodia formation, we performed a fluorescent gelatin degradation assay. Invadopodia were positive for F-actin and cortactin staining, and visible as dark puncta where the fluorescent gelatin was degraded (Fig. 3A). The invadopodia number and the region of degraded gelatin remained consistent between control and espin OE groups, indicating that espin did not affect invadopodia assembly or function (Fig. 3B–D).

**Figure 3:**
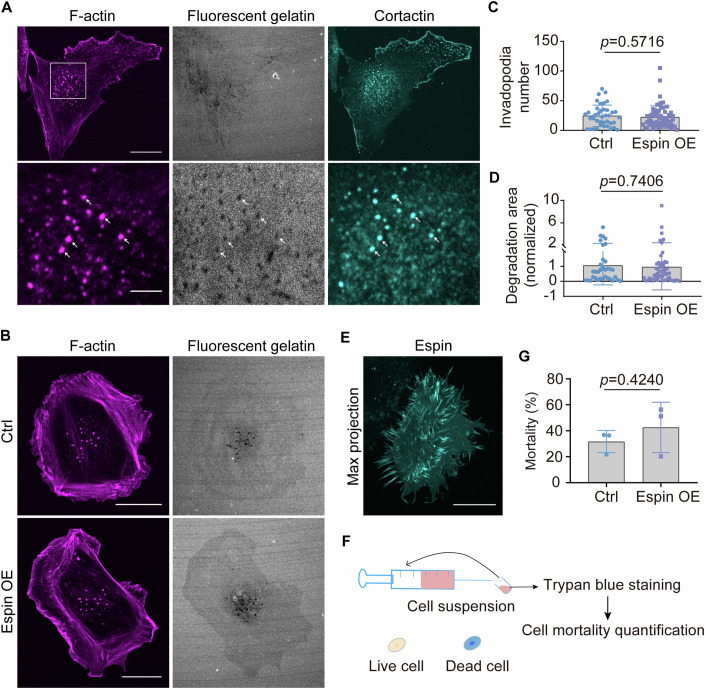
Espin does not affect invadopodia formation or cell survival under fluid shear stress. (**A**) Representative images exhibiting gelatin degradation sites labeled by invadopodia marker actin and cortactin. Arrows mark representative invadopodia. Scale bar: 20 μm in upper image and 5 μm in bottom enlarged image, respectively. (**B**) Gelatin degradation of control and espin OE cells. Scale bar: 20 μm. (**C**) Quantification of invadopodia number per cell in (**B**). Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 40, *n*_(Espin OE)_ = 61. Significance was tested using unpaired Student’s *t* test. (**D**) Quantification of degradation area per cell in (**B**). Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 34, *n*_(Espin OE)_ = 55. Significance was tested using unpaired Student’s *t* test. (**E**) Representative image of espin OE cell morphology. Scale bar: 20 μm. (**F**) Schematic diagram of fluid shear stress survival assay. (**G**) Quantification of mortality of control and espin OE cells after exposure to fluid shear stress. Data represent biological replicates and are shown as mean ± SD. *N*_(Ctrl)_ = 3, *N*_(Espin OE)_ = 3. Significance was tested using unpaired Student’s *t* test. The experiment was independently replicated three times. Source data are available online for this figure.

Before reaching distant tissues, cancer cells in the circulation undergo a harsh journey in which less than 0.1% of circulating tumor cells survive due to fluid shear stress (Hope et al, 2021; Regmi et al, 2017). The actin cytoskeleton has been suggested to support cell resistance to fluid shear stress as the depolymerization of F-actin reduced cell viability (Barnes et al, 2012). We noticed the spiky shape of espin OE cells (Fig. 3E) and wondered whether this hairy morphology could enhance fluid shear stress resistance. Using a syringe pump, we applied fluid shear stress to suspended cells and assessed cell mortality after 10 consecutive aspiration and pumping (Fig. 3F) (Barnes et al, 2012). No advantage of espin OE cells was detected in the fluid shear stress survival assay (Fig. 3G). Altogether, the contribution of espin to cancer progression is independent of the modulation of invadopodia formation or cell survival under fluid shear stress.

### Espin exhibits distinct features from fascin in promoting filopodia formation

By expressing EGFP-tagged espin in cells, we observed the localization of espin on cell protrusions which were filled with and dependent on F-actin (Figs. 4A and EV3A,B). When we transfected cells with the canonical filopodial actin-bundling protein fascin or the filopodia tip marker myosin-X (Sousa and Cheney, 2005; Vignjevic et al, 2006), we observed the localization of fascin along the entire length of espin decorated protrusions with myosin-X localized on the tip (Fig. 4B,C), suggesting that these protrusions were filopodia. Espin-positive protrusions showed dynamic extending and retracting like filopodia (Fig. 4D).

**Figure 4:**
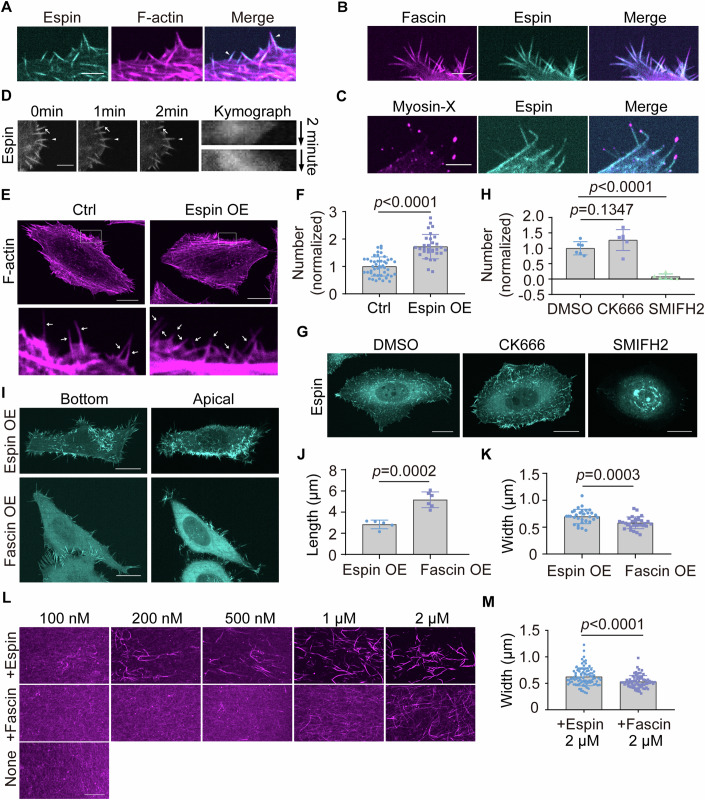
Espin promotes filopodia formation. (**A**) Colocalization of F-actin and espin in cells transfected with espin. Scale bar: 5 μm. (**B**) Colocalization of fascin and espin on peripheral protrusions. Cells were transfected with fascin and espin. Scale bar: 5 μm. The experiment was independently replicated twice. (**C**) Localization of myosin-X on the tip of espin-positive protrusions. Cells were transfected with myosin-X and espin. Scale bar: 5 μm. The experiment was independently replicated three times. (**D**) Dynamic motions of espin decorated filopodia such as extension (triangles) and retraction (arrows). The kymograph above shows retraction while below shows extension. Scale bar: 5 μm. (**E**) Representative images showing F-actin of control and espin OE cells, arrows mark representative filopodia. Scale bar: 20 μm. The experiment was independently replicated three times. (**F**) Quantification of filopodia number per cell in (**E**). Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 46, *n*_(Espin OE)_ = 31. Significance was tested using unpaired Student’s *t* test. *P*_(Ctrl, Espin OE)_ = 1.48e-11. (**G**) Representative images showing maximum projection of espin in espin OE cells after treatment of DMSO, CK666 or SMIFH2. Scale bar: 20 μm. The experiment was independently replicated once. (**H**) Quantification of filopodia number per cell in (**G**). Data represent technical replicates and are shown as mean ± SD. *n*_(DMSO)_ = 6, *n*_(CK666)_ = 6, *n*_(SMIFH2)_ = 6. Significance was tested using one-way ANOVA and unpaired Student’s *t* test. *P*_(DMSO, SMIFH2)_ = 1.95e-6. (**I**) Representative images showing espin or fascin in corresponding OE cells. “Bottom” represents the bottom layer while “Apical” represents the maximum projection of dorsal layers. Scale bar: 20 μm. The experiment was independently replicated twice. (**J**) Quantification of average filopodia length per cell in (**I**). Data represent technical replicates and are shown as mean ± SD. *n*_(Espin OE)_ = 5, *n*_(Fascin OE)_ = 6. Significance was tested using unpaired Student’s *t* test. (**K**) Quantification of filopodia width in (**I**). Data represent technical replicates and are shown as mean ± SD. *n*_(Espin OE)_ = 32, *n*_(Fascin OE)_ = 30. Significance was tested using unpaired Student’s *t* test. (**L**) Representative images showing actin filaments with different concentrations of espin or fascin protein added. Scale bar: 20 μm. The experiment was independently replicated twice. (**M**) Quantification of F-actin width in (**L**). Data represent technical replicates and are shown as mean ± SD. *n*_(+Espin 2 μM)_ = 89, *n*_(+Fascin 2 μM)_ = 75. Significance was tested using unpaired Student’s *t* test. *P*_(+Espin 2 μM, +Fascin 2 μM)_ = 9.13e-5. Source data are available online for this figure.

**Figure EV3:**
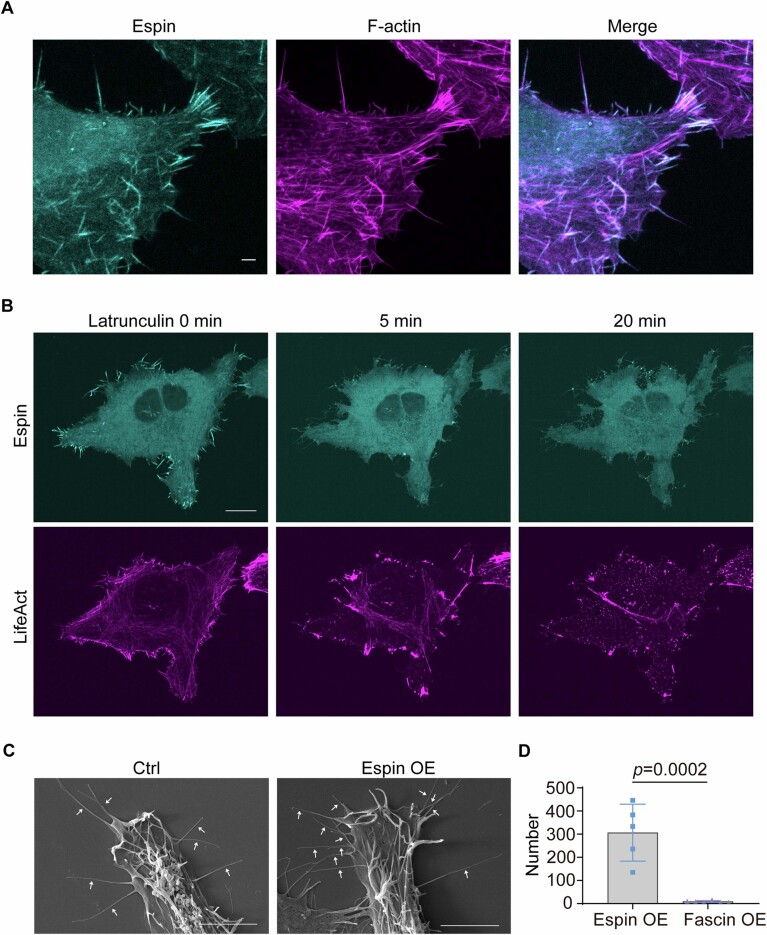
Related to Fig. 4. (**A**) Representative images of F-actin staining and espin-EGFP using STED. Scale bar: 5 μm. (**B**) Signals of LifeAct and espin. Cells transfected with espin and LifeAct were treated with 250 nM latrunculin B. Scale bar: 20 μm. (**C**) Representative images of cell morphology using SEM, triangles mark filopodia. Scale bar: 5 μm. (**D**) Quantification of dorsal filopodia number per cell in Fig. 4I. Data represent technical replicates and are shown as mean ± SD. *n*_(Espin OE)_ = 5, *n*_(Fascin OE)_ = 6. Significance was tested using unpaired Student’s *t* test.

Notably, espin OE cells presented a hairy morphology, as reflected by numerous filopodia. Filopodia number quantification revealed a robust role of espin in enhancing filopodia formation (Figs. 4E,F and EV3C). As for the mechanisms of filopodia formation, two alternative models have been presented. The convergent elongation model proposes that filopodial actin filaments are derived from Arp2/3 complex-nucleated actin network, while the de novo filament nucleation is mediated by formins in the absence of Arp2/3 (Evangelista et al, 2001; Svitkina et al, 2003). Respective inhibitors of Arp2/3 or formins were applied to investigate which model espin-enhanced filopodia formation was dependent on. The inhibition of formins, but not Arp2/3, dramatically reduced filopodia number of espin OE cells, suggesting that espin-induced filopodia formation is dependent on formins (Fig. 4G,H).

Fascin, another actin-bundling protein in filopodia, was also shown to positively regulate filopodia number (Lee et al, 2010; Vignjevic et al, 2006). However, espin induced abundant filopodia not only along cell periphery but also towards the dorsal surface while fascin-induced ones mostly distributed at cell periphery but barely at dorsal surface (Figs. 4I and EV3D). Further, espin decorated filopodia were shorter and thicker than fascin-positive ones (Fig. 4J,K), prompting us to investigate the different aspects of espin and fascin in actin assembly in vitro. As actin-bundling proteins, espin and fascin both showed actin-bundling activity when added to pre-polymerized actin filaments in vitro. Notably, espin exhibited actin-bundling property at the minimum concentration of 100 nM while fascin promoted actin bundling at 500 nM (Fig. 4L). Further, actin filaments were thicker when espin protein was added (Fig. 4M). These observations indicate that espin has stronger actin-bundling activity than fascin, which may endow actin filaments with greater mechanical property.

### Espin contributes to confined cell migration by generating more filopodia

Enhanced confined cell migration can result from increased cell migration speed or ability to squeeze through narrow space. We first evaluated random single-cell motility and found that cell velocity was statistically indistinguishable between espin OE and control groups (Fig. 5A). Wound healing assay of collective migration showed that espin OE cells closed the scratch wound with similar capacity as control cells (Figs. 5B and EV4A), echoing with the single-cell migration result that espin OE may not accelerate cell speed per se.

**Figure 5:**
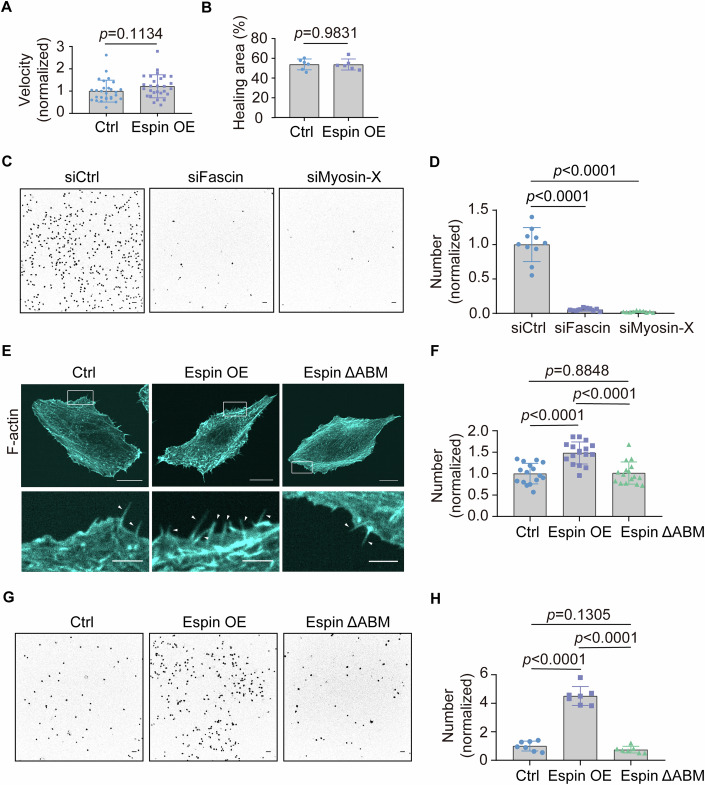
Espin contributes to confined cell migration through promoting filopodia formation. (**A**) Velocity of random single-cell migration on 2D surface. Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 28, *n*_(Espin OE)_ = 28. Significance was tested using unpaired Student’s *t* test. The experiment was independently replicated twice. (**B**) Quantification of relative healing area after 24 h following scratching. Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 6, *n*_(Espin OE)_ = 6. Significance was tested using unpaired Student’s *t* test. The experiment was independently replicated once. (**C**) Representative images of bottom cells on 5 μm transwell, espin OE cells were transfected with siCtrl, siFascin or siMyosin-X. Scale bar: 50 μm. The experiment was independently replicated once. (**D**) Quantification of cell number in (**C**). Data represent technical replicates and are shown as mean ± SD. *n*_(siCtrl)_ = 10, *n*_(siFascin)_ = 10, *n*_(siMyosin-X)_ = 10. Significance was tested using one-way ANOVA and unpaired Student’s *t* test. *P*_(siCtrl, siFascin)_=4.77e-10, *P*_(siCtrl, siMyosin-X)_ = 2.76e-10. (**E**) Representative images showing F-actin of cells stably transfected with vehicle, wt espin or espin ΔABM. Cell areas in white boxes are enlarged. Triangles mark representative filopodia. Scale bar: 20 μm in upper images and 5 μm in bottom enlarged images, respectively. The experiment was independently replicated twice. (**F**) Quantification of filopodia number per cell in (**E**). Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 16, *n*_(Espin OE)_ = 17, *n*_(Espin ΔABM)_ = 16. Significance was tested using one-way ANOVA and unpaired Student’s *t* test. *P*_(Ctrl, Espin OE)_ = 4.2e-6, *P*_(Espin OE, Espin ΔABM)_ = 1.17e-5. (**G**) Representative images of bottom cells on 5 μm transwell, cells were stably transfected with vehicle, wt espin or espin ΔABM. Scale bar: 50 μm. The experiment was independently replicated twice. (**H**) Cell number quantification in (**G**). Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 7, *n*_(Espin OE)_ = 7, *n*_(Espin ΔABM)_ = 7. Significance was tested using one-way ANOVA and unpaired Student’s *t* test. *P*_(Ctrl, Espin OE)_ = 3.23e-8, *P*_(Espin OE, Espin ΔABM)_ = 7.44e-9. Source data are available online for this figure.

**Figure EV4:**
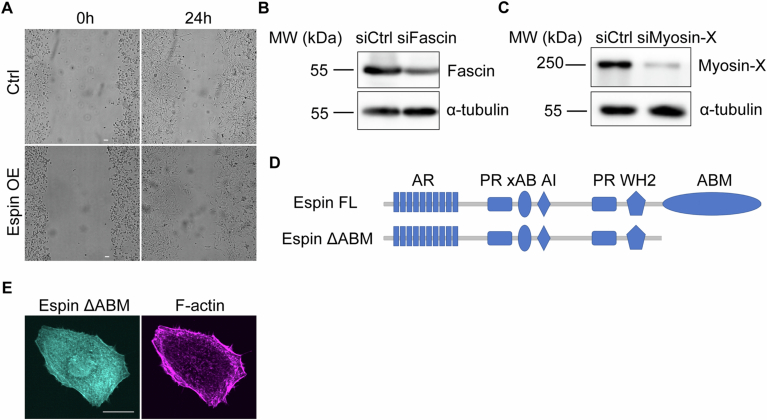
Related to Fig. 5. (**A**) Representative images showing the initial and 24 h area in wound healing assay. Scale bar: 50 μm. (**B**) Western blotting showing fascin KD in espin OE cells. Due to the similar molecular weights of fascin and α-tubulin, siCtrl and siFascin samples were loaded twice on the same 10% SDS-PAGE acrylamide gel. (**C**) Western blotting showing myosin-X KD in espin OE cells. (**D**) The structure of espin full length (FL) and the mutant depleting ABM. (**E**) Fluorescent signals of espin ΔABM and F-actin. Scale bar: 20 μm.

As shown before, espin positively regulates filopodia formation, which prompted us to explore whether the enhanced confined migration by espin OE was dependent on increased filopodia number. Depletion of filopodia components fascin or myosin-X leads to loss of filopodia (Bohil et al, 2006; Vignjevic et al, 2006). We thus used siRNAs to disrupt fascin or myosin-X expression in espin OE cells and evaluated the effects on confined migration. Of note, deficiency of fascin or myosin-X both induced reduction of transmigrated cells (Figs. 5C,D and EV4B,C), indicating that espin conferred cells with stronger confined migration capacity by generating more filopodia. Specifically, we also generated an espin mutant that lacked the C terminal actin-bundling module (ABM), which was crucial in actin-binding and -bundling (Bartles et al, 1998). Lacking ABM abolished filopodia localization and abrogated filopodia promoting effect of espin (Figs. 5E,F and EV4D,E). Quantification of transmigrated cells revealed that ABM depletion diminished the phenotype of espin-enhanced confined migration (Fig. 5G,H), further supporting that espin contributed to confined migration through promoting filopodia formation which was dependent on its ABM domain.

### Espin-rich filopodia form at the leading edge and along the sides in confined cells

To figure out how filopodia contributes to confined cell migration, we imaged cells expressing espin-EGFP migrating in microchannels. Compared with control cells with relatively blunt front, espin-EGFP cells sent out filopodia at the front and along the sides (Fig. 6A). Moreover, we noticed frequent cavities (~40% cells) between the cell body and microchannels at the cell leading part (in front of the nucleus) of espin OE cells, while control cells generally filled the channels fully (Fig. 6B). One explanation for the cavities would be the leading edge of espin OE cells moved faster. We tracked the leading edge and found that of espin OE cells moved faster than control cells, which may narrow the cell body between the leading edge and the nucleus, resulting in cavities with channels (Fig. 6C).

**Figure 6:**
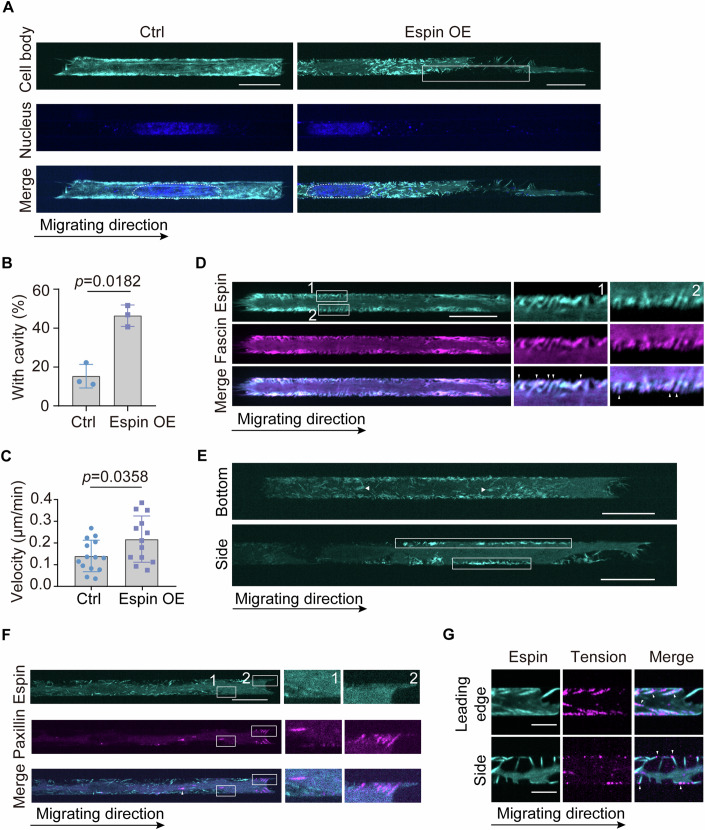
Espin-rich filopodia form at the leading edge and along the sides in confined cells. (**A**) Representative images of control and espin OE cells in confined microchannels with 5 μm width. Images left show control cell labeled by LifeAct while right images show espin-EGFP cell. The nuclei were highlighted with dashed lines in merge images. The rectangle marks the cavity between cell body and the channel. Scale bar: 20 μm. The experiment was independently replicated three times. (**B**) Ratio quantification of cells forming cavities with the microchannels. Data represent biological replicates and are shown as mean ± SD. *N*_(Ctrl)_ = 3, *N*_(Espin OE)_ = 3. Significance was tested using unpaired Student’s t test. The experiment was independently replicated three times. (**C**) Velocity quantification of the leading edge. Data represent technical replicates and are shown as mean ± SD. *n*_(Ctrl)_ = 14, *n*_(Espin OE)_ = 13. Significance was tested using unpaired Student’s *t* test. The experiment was independently replicated once. (**D**) Representative images of fascin colocalization with espin in confined channels. Espin OE cells were transfected with fascin. Cell areas in white boxes are enlarged. Triangles mark representative filopodia with espin and fascin colocalized. Scale bar: 20 μm. The experiment was independently replicated twice. (**E**) Representative images of espin OE cells displaying abundant filopodia at the bottom and along the sides, marked with triangles and rectangles, respectively. Scale bar: 20 μm. (**F**) Representative images of focal adhesions in espin OE cells in confined channels. Espin OE cells were transfected with paxillin. Scale bar: 20 μm. The experiment was independently replicated twice. (**G**) Representative images of espin OE cells in microchannels coated with 17 pN DNA probes. The upper images show the tension signals on filopodia at the leading edge while the bottom images show the tension signals at the tip of side filopodia. Triangles mark representative tension signals along the leading edge filopodia or at the tip of side filopodia. Scale bar: 5 μm. The experiment was independently replicated three times. Source data are available online for this figure.

In confined microchannels, espin also localized at filopodia with fascin and myosin-X labeled (Figs. 6D and EV5A). Notably, we observed that numerous (~0.37 filopodia per μm^2^ at the bottom and ~1.16 filopodia per μm along the sides) and short filopodia (1.58 ± 0.58 μm at the bottom and 0.63 ± 0.21 μm along the sides) of espin OE cells concentrated at the bottom and along the sides (Fig. 6E). These filopodia were devoid of stable focal adhesion signals as shown by tagged paxillin (Figs. 6F and EV5B), though the channels were coated with fibronectin. To map the force distribution in confined channels, we used DNA-based tension probes with pN sensitivity (Wang et al, 2022a) to monitor the tension signals of espin OE cells. The tension signals exhibited partial colocalization with espin-rich filopodia at the leading edge and displayed a sparse dot pattern at the tip of side filopodia (Fig. 6G), indicating that these filopodia may exert force when cells are in confined channels. Although the stable focal adhesions have been reported to be dispensable for cells moving in confined microenvironment, we speculated that the abundant filopodia may integrate with unstable focal adhesions in a specific manner for force generation in confined microchannels. Based on the above observations, we propose that excessive filopodia at the leading edge and along the sides serve for cells to exert force during confined cell migration.

**Figure EV5:**
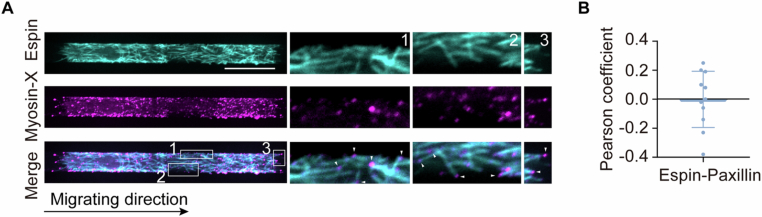
Related to Fig. 6. (**A**) Representative images of myosin-X localization and espin in confined channels. Espin OE cells were transfected with myosin-X. Cell areas in white boxes are enlarged. Triangles mark representative myosin-X at the tip of espin-protrusions. Scale bar: 20 μm. (**B**) The Pearson coefficient of espin and paxillin in confined cells. To filter unspecific background signals, a manual intensity threshold was used when using the Coloc2 in ImageJ to calculate Pearson coefficients. Data represent technical replicates and are shown as mean ± SD. n_(Espin-Paxillin)_ = 11.

## Discussion

During 2D mesenchymal migration, lamellipodia but not filopodia are indispensable for cell motility. However, excessive filopodia are characteristic of invasive cancer cells and filopodia regulators have long been implicated in cancer metastasis. During metastasis, cancer cells undergo confined migration as they repeatedly encounter mechanical constraints in the microenvironment. Here, we unveiled the role of protrusive structures in facilitating confined migration, specifically the unique role of filopodia, as revealed by espin facilitated confined migration dependent on increased filopodia.

Filopodia were reported to guide microtubules which help nuclear positioning (Koleske, 2003; Renkawitz et al, 2019). In confined channels, espin OE cells formed filopodia at the leading edge, possibly helping position the microtubules frontward the nucleus, pulling the nucleus forward. The integrin-mediated tension signals were detected at the leading edge filopodia. These filopodia may integrate with integrin and generate force for migration forward. Aside from the leading edge, filopodia also concentrate along the sides and at the bottom. During 2D mesenchymal migration, cells extend filopodia not only along the edges but also towards the dorsal side (Bohil et al, 2006), whose function is barely studied. In 3D microenvironment, extensive filopodia distribute along cell surface, possibly serving as contacts with the surrounding microenvironment and contributing to 3D migration.

It has been reported that focal adhesions are dispensable for cells moving in confined microenvironment. Stable matrix adhesions are absent and exert less force when cells are in confined microchannels instead of wider channels (Holle et al, 2019; Wang et al, 2022a). In confined channels, we noticed that numerous and short filopodia along the sides and at the bottom were devoid of stable focal adhesions. Sparse tension signals decorated at the tip of some of these filopodia, supporting that the force generation herein and that extensive filopodia may provide force for cells during confined migration. Cell-substrate intercalation model has been proposed for force transmission between cell and substrate during migration without focal adhesions (Paluch et al, 2016). Protrusions are extended when cancer cells are in trans-endothelial migration or during lymphocytes migrating through 3D matrix (Haston et al, 1982; Herman et al, 2019; Jacquemet et al, 2015). Side filopodia may function to intercalate into surrounding matrix or endothelium, thereby contributing to efficient confined migration of cancer cells. The interaction between filopodia and dense matrix or endothelial cells remains to be explored and may provide new insights into cancer progression.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
B16-F10	Fuping You Laboratory (Peking University, China)	
C57BL/6J (*M. musculus*)	Animal Center of Peking University Health Science Center	
HEK293T	Yuxin Yin Laboratory (Peking University, China)	
MDA-MB-231	Yujie Sun Laboratory (Peking University, China)	
MEF	James Bear Laboratory (University of North Carolina at Chapel Hill, USA)	
**Recombinant DNA**		
GFP-myosin-X	Huali Yu Laboratory (Northeast Normal University, China)	
mEmerald-Espin-C	Addgene	#54084
pLKO.1	Addgene	#8453
pLVX-AcGFP-fascin	cDNA library derived from MDA-MB-231 cells	
pLVX-paxillin-mScarlet	cDNA library derived from MDA-MB-231 cells	
**Antibodies**		
Mouse anti-α-tubulin	Abclonal	AC012
Rabbit anti-cortactin	Temecula, CA	05-180
Rabbit anti-espin	Abclonal	A15908
Rabbit anti-fascin	Abclonal	A9566
Rabbit anti-myosin-X	Abclonal	A12466
**Oligonucleotides and other sequence-based reagents**		
Espin forward primer	This study	5’- ATGGCCCTGGAGCAGGC-3’
Espin reverse primer	This study	5’- GTACTTAGCGATGTCCCCCT-3’
Fascin forward primer	This study	5’-ATGACCGCCAACGGCACAG-3’
Fascin reverse primer	This study	5’-GTACTCCCAGAGCGAGGCGG-3’
Paxillin forward primer	This study	5’-ATGGACGACCTCGACGCCC-3’
Paxillin reverse primer	This study	5’-GCAGAAGAGCTTGAGGAAGCAG-3’
shCtrl	This study	5’-AACGCTGCTTCTTCTTATTTA-3’
shEspin-1	*Homo sapiens*	5’-GAGCTACATGGACATGCTGAA-3’
shEspin-2	*Homo sapiens*	5’-CCAAGTCTTTCAACATGATGT-3’
siCtrl	Sangon Biotech	5’-UUCUCCGAACGUGUCACGUTT-3’
siFascin	Sangon Biotech	5’-GAGCAUGGCUUCAUCGGCUTT-3’
siMyosin-X	Sangon Biotech	5’-AAGUGCGAACGGCAAAAGAGA-3’
**Chemicals, enzymes, and other reagents**		
2% gelatin	Sciencell	0423
Alexa FluorTM Plus 647 Phalloidin	Invitrogen	A30107
CCK8	GLPBIO	GK10001
CK666	Sigma	182515
Escherichia coli BL21-CondonPlus (DE3)-RIPL	AngYu Biotechnologies	AYBIO-G6028
Hoechst 34580	Thermo	H21486
Latrunculin B	Sigma	L5288
NeofectTM	Fengmao Technology	TF20121201
opti-MEM	Invitrogen	31985-070
Oregon Green 488 conjugated gelatin	Invitrogen	G13186
PDMS	Momentive Performance Materials	RTV615
ProLongTM Glass Antifade Mountant with NucBlueTM Stain	Invitrogen	P36981
Rhodamine-labeled rabbit skeletal muscle actin	Cytoskeleton	AR05
SMIFH2	Sigma	S4826
SYBR Green	ABclonal	RK21203
Transcript One-Step gDNA Removal and cDNA Synthesis SuperMix Kit	Transgene	AT311-02
Transwell (5 μm)	Corning, Costar	#3421
Trizol	Life Technologies	15596026
Trypan Blue	Sigma	T8154
**Software**		
Graph Pad Prism 8		
ImageJ		
**Other**		

### Cell culture and drug treatment

MEF cells and MDA-MB-231 cells were generously provided by James Bear laboratory (University of North Carolina at Chapel Hill, USA) and Yujie Sun laboratory (Peking University, China), respectively. Human embryonic kidney 293T (HEK293T) cells were a generous gift from Yuxin Yin laboratory (Peking University, China). B16-F10 cells were generously provided by Fuping You laboratory (Peking University, China). MEF, MDA-MB-231, and HEK293T cells were cultured in Dulbecco’s modified Eagle medium (DMEM; Corning, 10-013-CRVC) supplemented with 10% fetal bovine serum (FBS; PAN-Biotech, P30-3302), 100 U/mL penicillin and 100 mg/mL streptomycin at 37°C with 5% CO_2_. B16-F10 cells were maintained in Roswell Park Memorial Institute (RPMI) 1640 medium supplemented with 10% FBS, 100 U/mL penicillin, and 100 mg/mL streptomycin at 37°C with 5% CO_2_.

Latrunculin B (Sigma, L5288) was used at a concentration of 250 nM to induce F-actin depolymerization. CK666 (Sigma, 182515) and SMIFH2 (Sigma, S4826) were used at concentrations of 100 μM and 25 μM, respectively, for 5 h to inhibit Arp2/3 complex or formin.

### Plasmid construction and transfection

Espin was cloned from mEmerald-Espin-C (Addgene, #54084) and subcloned into a lentiviral vector (pLVX-AcGFP-N1) with C terminal tag EGFP. The espin ΔABM truncation was amplified and cloned into the same vector. The human fascin was cloned from a cDNA library derived from MDA-MB-231 cells and tagged with AcGFP at N terminus. The human paxillin was cloned from a cDNA library derived from MDA-MB-231 cells and tagged with mScarlet at C terminus. The GFP-myosin-X construct was a generous gift from Huali Yu laboratory (Northeast Normal University, China).

For DNA transfection, cells were transfected with 2 μg plasmid DNA in opti-MEM (Invitrogen, 31985-070) containing 2 μL NeofectTM DNA transfection reagent (TF20121201) following the protocol for 24–48 h.

For espin knockdown in MDA-MB-231 cells, the following shRNAs were cloned into pLKO.1 vector (Addgene, #8453). After lentivirus infection and puromycin selection, the protein levels of pooled cells were validated by western blotting.

shCtrl: 5’-AACGCTGCTTCTTCTTATTTA-3’;

shEspin-1: 5’-GAGCTACATGGACATGCTGAA-3’;

shEspin-2: 5’-CCAAGTCTTTCAACATGATGT-3’.

For fascin and myosin-X knockdown in MDA-MB-231 cells, the following siRNAs were synthesized by Sangon Biotech. After 48 h following siRNA treatment, the cells were harvested to determine the protein levels or used for transwell migration assay.

siCtrl: 5'-UUCUCCGAACGUGUCACGUTT-3';

siFascin: 5'-GAGCAUGGCUUCAUCGGCUTT-3';

siMyosin-X: 5'-AAGUGCGAACGGCAAAAGAGA-3'.

### Real-time quantitative PCR

The cells were lysed using Trizol (Life Technologies, 15596026) and total RNA was extracted with chloroform and methanol. RNA was reverse transcribed using a Transcript One-Step gDNA Removal and cDNA Synthesis SuperMix Kit (Transgene, AT311-02). The levels of the *ESPN* and *ACTB* mRNA were amplified and analyzed using SYBR Green (ABclonal, RK21203). Data shown are the relative abundance of the *ESPN* mRNA normalized to *ACTB*.

### RNA sequencing (RNA-seq)

RNA extraction and sequencing were performed by Berry Genomics Co., Ltd (http://www.berrygenomics.com/. Beijing, China). Total RNA was extracted using Trizol Reagent (Invitrogen, 15596018). Total RNA was qualified and quantified as follows: (1) RNA purity and concentration were examined using NanoDrop 2000; (2) RNA integrity and quantity were measured using the Agilent 2100/4200 system. Then, mRNA was purified from total RNA using polyT and then fragmented into 300–350 bp fragments. The first strand cDNA was reverse transcribed using fragmented RNA and dNTPs (dATP, dTTP, dCTP and dGTP) and second strand cDNA was synthesized using DNA polymerase I and dNTPs (dATP, dUTP, dCTP and dGTP). The remaining overhangs of double-strand cDNA were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, sequencing adapters were ligated to the cDNA and the library fragments were purified. The template without U was enriched by PCR, and the PCR product was purified to obtain the final library. After library construction, the concentration of the library was measured by the Qubit® fluorometer. The accurate concentration of cDNA library was again examined using qPCR. The size distribution of the library was detected by agarose gel electrophoresis. After library preparation and pooling of different samples, the samples were subjected for NGS platform by Berry Genomics Co., Ltd (http://www.berrygenomics.com/, Beijing, China).

### Western blotting

For western blotting, cells were washed with phosphate-buffered saline (PBS) twice and lysed with appropriate volumes of RIPA buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% Triton X-100, 0.5% Na-deoxycholate, 0.1% SDS, 1 mM EDTA and protease inhibitor cocktail) for 15 min on ice. The cell lysis was centrifuged at 12000 rpm for 10 min at 4°C, and the supernatants were collected. Then, 5×SDS loading buffer was added to the supernatants, and the mixtures were boiled for 10 min at 95°C. Protein samples were run on 6% or 10% SDS-PAGE acrylamide gels and transferred onto nitrocellulose (NC) membranes by wet electrophoretic transfer, followed by blocking (5% skim milk) and primary antibody incubation at 4°C overnight: rabbit anti-espin (Abclonal, A15908), rabbit anti-fascin (Abclonal, A9566), rabbit anti-myosin-X (Abclonal, A12466) and mouse anti-α-tubulin (Abclonal, AC012). After washed with PBST (PBS with 2‰ Tween-20) three times, the membranes were incubated with secondary antibody at room temperature (RT) for 1 h and then washed with PBST three times. Blots were visualized and recorded using SH-Compact 523 (SHST).

### Immunofluorescence and imaging

Cells grown on coverslips were fixed with 4% paraformaldehyde at RT for 15 min, permeabilized in 0.5% Triton X-100 in PBS for 5 min, and then blocked with 10% bovine serum albumin (BSA) for 1 h. The primary antibodies were incubated at RT for 1 h: rabbit anti-cortactin (Temecula, CA, 05-180). After washed with PBS three times, the coverslips were incubated with Alexa Fluor 488 or 555-conjugated secondary antibody at RT for 1 h. F-actin was stained with Alexa Fluor^TM^ Plus 647 Phalloidin (Invitrogen, A30107). Then the coverslips were washed with PBS three times and mounted with ProLong^TM^ Glass Antifade Mountant with NucBlue^TM^ Stain (Invitrogen, P36981). After mounting medium was solidified, images were captured by Andor Dragonfly confocal imaging system or Leica STELLARIS 8 with stimulated emission depletion (STED).

### Transwell migration assay

Transwell migration assay was performed using 24-well inserts with 5 μm size pores (10 μm long) in polycarbonate membranes (Corning, Costar #3421). In total, 2.5× 10^5^ cells were seeded on the top of the insert in 250 μL medium without serum. Complete medium with serum was added to the bottom. The insert was kept incubated at 37 °C and 5% CO_2_. After 16 h, cells were stained with Hoechst 34580 (Thermo, H21486) at 2.5 μg/mL for 20 min. The non-migrated cells present on the upper surface were removed with a cotton swab. The migrated cells on the bottom were imaged for cell number quantification.

### Confined microchannel fabrication

The confined microchannel was fabricated as previously published (Wang et al, 2022b). A mold is needed to imprint the structures on the confined microchannels. This mold can be produced by photolithography of a layer of photoresist (SU-8, Kayaku Advanced Materials) deposited on a silicon wafer by using standard microfabrication protocols. Afterward, the mold was covered with PDMS (Momentive Performance Materials, RTV615) in the 10:1 ratio of base versus curing agent. Then bake the mold with coverslips on the hot plate at 80°C for 15 min, and remove the PDMS rim with tweezers. Use a razor blade to gently unstick the channel from the mold. The glass bottoms of confocal dishes were cleaned with isopropanol. After drying up, the glass bottom and confinement channels were exposed to plasma for 3 min, bonded with each other, and then incubated with 20 μg/mL fibronectin at 4°C overnight. They were rinsed twice with PBS, and incubated with medium for 30 min. In total, 2×10^6^ cells were seeded in the sample hole and imaged for trajectory tracking or filopodia observing.

### Integration of microchannel with DNA probes

The reversible shearing DNA-based tension probes and gold nanoparticles coated coverslips were prepared as described as previously published (Wang et al, 2022a). Coverslips and microchannels were bonded together and then coated with DNA probes (200 nM) at RT for 1 h.

### Wound healing assay

Cells were seeded in 6-well culture plates until the confluence reached 100% and then scraped in a straight line with a sterile pipette tip. PBS was used to wash out suspended cells. The distances at onset and that of cells had migrated for 24 h were photographed at the same position using the Olympus-inverted microscope. ImageJ Plugin Measure Wound Healing Coherency was used to measure and calculate the gap area that the cells had migrated.

### Cell proliferation assay

The effect of espin on cell proliferation was assessed by CCK8 (GLPBIO, GK10001) according to the manufacturer’s instructions. In brief, cells were suspended in culture medium and inoculated in 96-well plates (5×10^3^ cells/well, 100 μL). After 24, 48 or 72 h incubation, 10 μL CCK8 solution was added to each well. The plate was incubated at 37°C for an additional 1 h before measuring the absorbance at 450 nm wavelength.

### Fluorescent gelatin degradation assay

For fluorescent gelatin coating, sterilized glass coverslips were incubated in 50 µg/mL poly-L-lysine for 20 min at RT. Following incubation, coverslips were rinsed three times in PBS and then incubated in ice-cold 0.5% glutaraldehyde for 15 min at 4°C. Unlabeled 2% gelatin (Sciencell, 0423) was mixed with Oregon Green 488 conjugated gelatin (Invitrogen, G13186) at 8:1 ratio after allowing gelatin to fully dissolve in a 37°C water bath. A drop (35 µL) of fluorescent gelatin mixture was deposited on a flat parafilm, and coverslips were inverted onto the drop with its poly-L-lysine- and glutaraldehyde-coated surface facing down, and incubated for 30 min at RT in the dark. After being washed with PBS for three times, coverslips were used for gelatin degradation in medium at 37°C and processed for immunofluorescence.

### Fluid shear stress assay

The cell suspension was expelled by a syringe pump through a needle (0.45×16 RWLB). The entire contents of the syringe were passed through the needle (considered one exposure) and collected in a 5 mL tube. The process was repeated ten times by drawing the suspension into a needle-less syringe. Prior to the first exposure (non-FSS exposed control) and after ten exposures, 100 μL aliquots were removed from the collected suspension and used for mortality measurement using Trypan Blue (Sigma, T8154) staining.

### Protein purification and actin-bundling assay

For recombinant protein expression in Escherichia coli BL21-CondonPlus (DE3)-RIPL (AngYu Biotechnologies, AYBIO-G6028), DNA fragments encoding espin or fascin were cloned into the modified pET28a (+) vector. When bacteria were cultured at 37°C to an OD_600_ of 0.8, protein expression was induced with 0.1 mM isopropyl-1-thio-β-d-galactopyranoside (IPTG) for 16 h at 18°C. For protein purification, cell pellets were collected by centrifugation at 4000 rpm and suspended in TBS buffer containing 30 mM Tris (pH 8.0), 140 mM NaCl, 3 mM KCl, 10% glycerol, 0.5 mM TCEP, and 1 mM PMSF. The suspension was lysed by sonication at 4°C and cleared by centrifugation at 4°C, 13,000 rpm for 30 min. The supernatant was applied to a Ni-IDA column and washed three times using buffers containing 20 mM Tris (pH 8.0), 150 mM NaCl, 0.5 mM TCEP, and different concentrations of imidazole (0 mM, 20 mM, 40 mM). Proteins were eluted with 300 mM imidazole and purified by size exclusion chromatography using Superdex200 Increase 10/300 GL.

For actin-bundling assay, rhodamine-labeled rabbit skeletal muscle actin (3 μM; Cytoskeleton, AR05) was polymerized at RT for 0.5 h in buffer containing 5 mM Tris-HCl (pH 8.0), 50 mM KCl, 5 mM MgCl_2_, 1 mM EGTA, 10 mM imidazole, 200 μM ATP and 0.5 mM DTT. Then, actin was mixed with different concentrations of espin or fascin and imaged using Andor Dragonfly confocal imaging system by putting a flow chamber upside down on the objective. Chambers were prepared as follows. Glass slides and coverslips were rinsed with ethanol and dried up. The chamber with two openings on opposite sides was then made by attaching the coverslip to the glass slide using double-sided tape placed parallel to each other.

### Scanning electron microscopy (SEM)

Cells were seeded on the ACLAR® Films (50425) in 12-well plates and cultured for 12 h before fixation. Then cells were washed with 37°C PB buffer (0.2 M NaH_2_PO_4_ and Na_2_HPO_4_, pH 7.4) mixed with isopycnic DMEM for once, and immediately fixed with PB buffer containing 2.5% glutaraldehyde at RT for 1 h. Images were acquired using Quanta FEG 450 electron microscope.

### Mice tumor model

Adult male C57BL/6J mice (5–6 weeks) were provided by the Animal Center of Peking University Health Science Center (Beijing, China). All animals care and use adhered to the Guide for the Care and Use of Laboratory Animals of the Chinese Association for Laboratory Animal Science, and mice were housed under 12/12 h light/dark cycle. No subjective bias during animal treatment. The University Animal Care Committee for Animal Research of Peking University Health Science Center approved the study protocol (approval code BCJB0010).

For the subcutaneous tumor model, mice were subcutaneously injected in the left flank with 1×10^6^ B16-F10 cells in 100 μL PBS. After 10 days, animals were euthanized. The subcutaneous tumors were removed and weighed. For the experimental lung metastasis model, mice were intravenously injected in the tail vein with 1×10^6^ B16-F10 cells in 100 μL PBS. After 2 weeks, animals were euthanized, and their lungs were removed and rinsed in PBS for measuring metastatic foci.

### Quantification and statistical analysis

In filopodia number quantification, we included protrusions labeled by F-actin. In filopodial length quantification, the filopodia were detected from espin or fascin channel. The filopodia origins from where the intensity was above the cytoplasm and reaches where the intensity was above the background. The filopodial length was calculated as the distance between the two points. The widths of F-actin were defined as the length with fluorescence intensity above the background along lines perpendicular to the direction of F-actin.

The volcano plot was acquired using NetworkAnalyst (Zhou et al, 2019). The expression profiles of espin among tumor samples and normal samples were obtained using Gene Expression Profiling Interactive Analysis (GEPIA) (Tang et al, 2017). The overall survival of patients with tumors was also obtained from GEPIA. The group cutoff showed median. The synopsis was created by Biorender.

Unpaired Student’s *t* test and LIMMA was used to assess the significance when comparing only two groups. For experiments comprising more than two groups, one-way ANOVA test was used. No blinding was done.

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The mRNA-seq data have been deposited to the GEO (Gene Expression Omnibus) database on NCBI and assigned the accession no. GSE286976. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00437-1.

# Supplementary material for: Espin enhances confined cell migration by promoting filopodia formation and contributes to cancer metastasis
**Source:** EMBO Rep. 2025 Apr 4;26(10):2574–96. doi: 10.1038/s44319-025-00437-1
**Supplement:** Supplementary file 8 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Related to Fig. 1.

(A) Confocal z-stacks taken with 1  $\mu\text{m}$  steps show that the constriction length of transwell is approximately 10  $\mu\text{m}$ . Stack 1 shows bottom nuclei on transwell while stack 12 shows upper nuclei. Dashed circles mark the representative bottom and upper nuclei. Scale bar: 20  $\mu\text{m}$ . (B) Western blotting showing espin KD. (C) Cell growth curve of control and espin OE cells using CCK8 kit. Data represent technical replicates and are shown as mean  $\pm$  SD.  $n_{(\text{Ctrl})} = 5$ ,  $n_{(\text{Espin OE})} = 5$ . (D) Cell growth curve of control and espin KD cells. Data represent technical replicates and are shown as mean  $\pm$  SD.  $n_{(\text{shCtrl})} = 5$ ,  $n_{(\text{shEspin-1})} = 5$ ,  $n_{(\text{shEspin-2})} = 5$ . (E) Representative images showing control (just blue) and espin OE cells (cyan and blue) in microchannels. The nuclei were stained with Hoechst and displayed as blue. Scale bar: 20  $\mu\text{m}$ . (F) Representative nuclear displacement of control and espin OE cells in confined microchannels with 5  $\mu\text{m}$  width. The nuclei were stained with Hoechst and displayed as blue. Scale bar: 20  $\mu\text{m}$ .

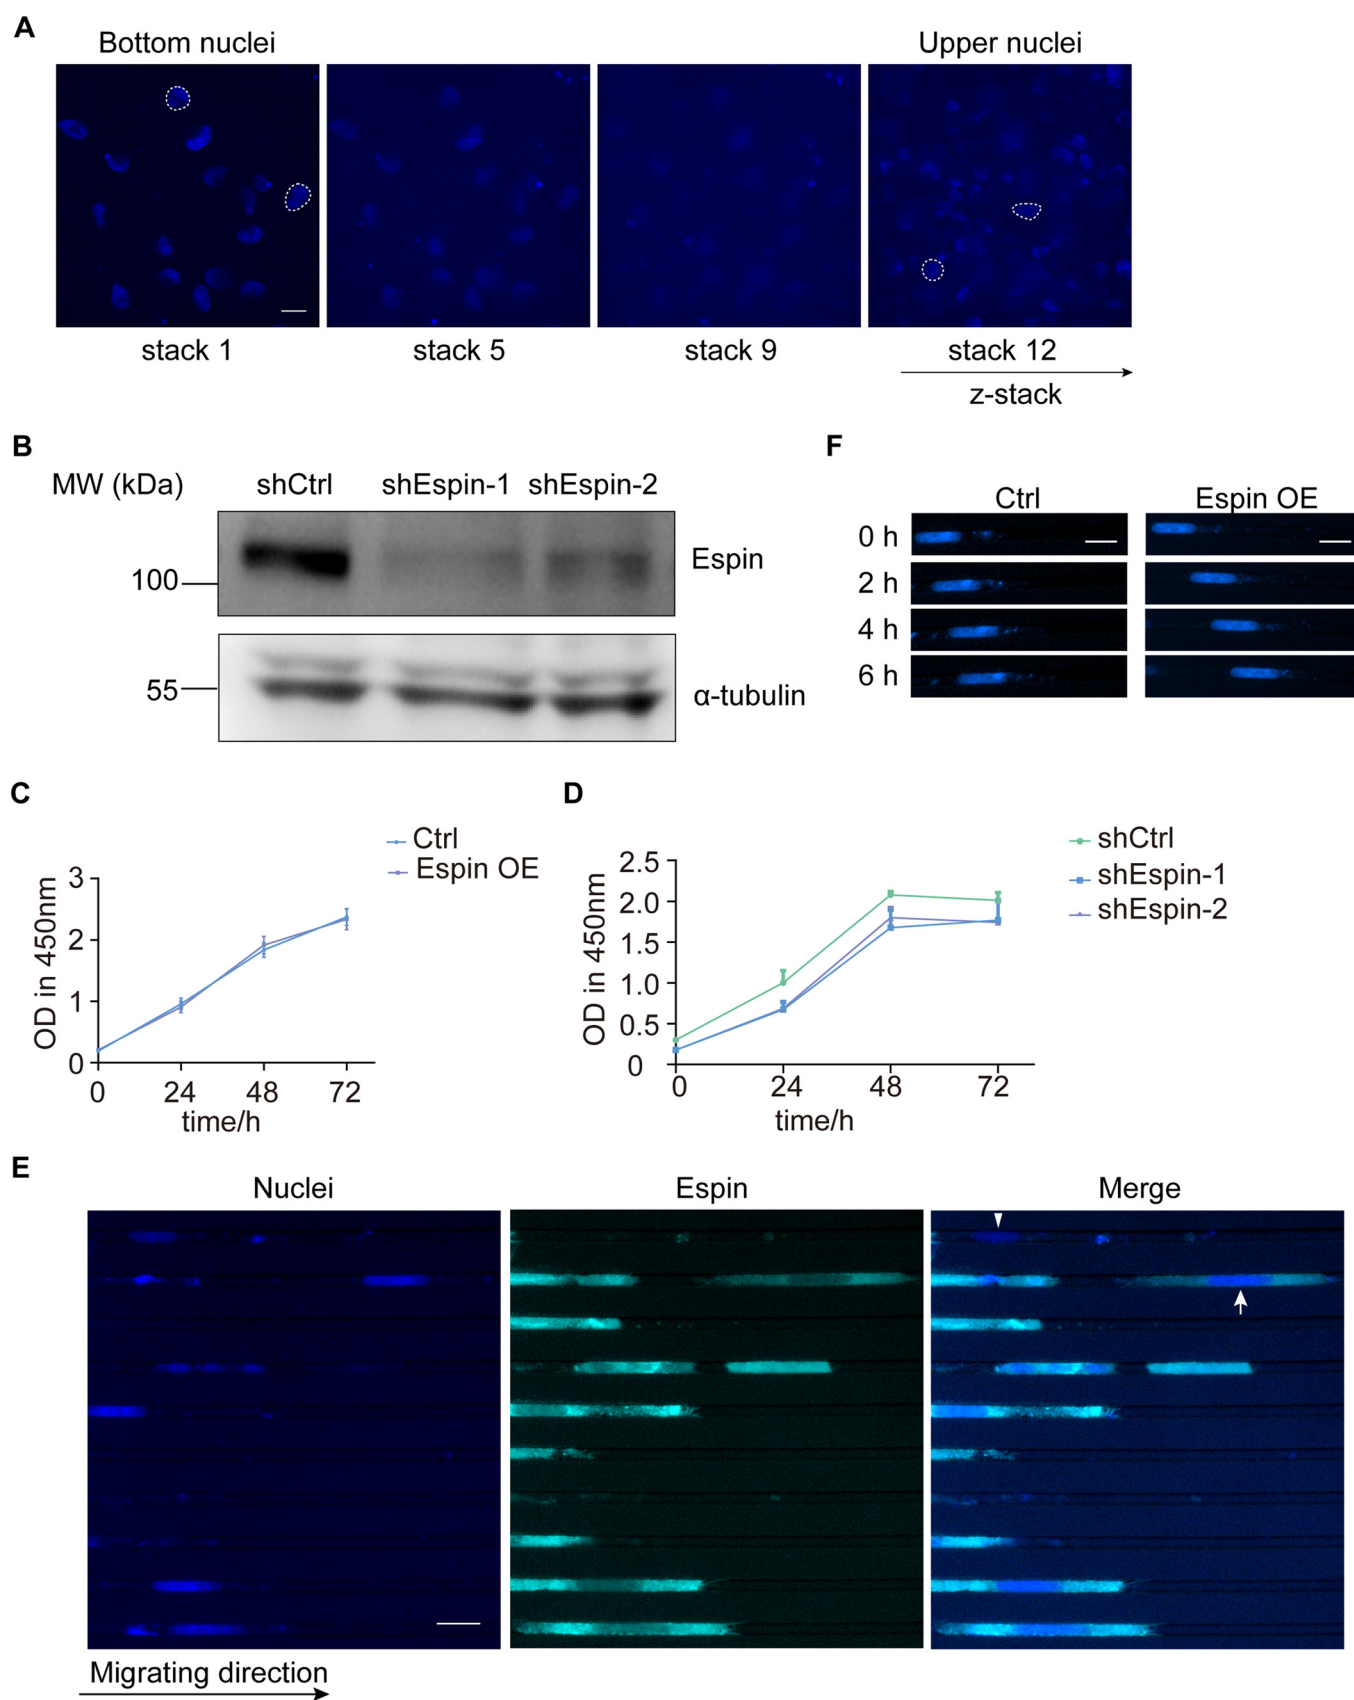

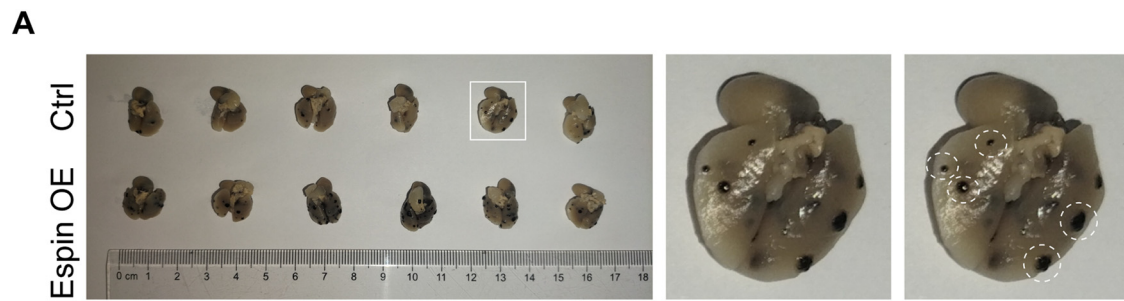

**Figure EV2. Related to Fig. 2.**

(A) Metastatic foci are morphologically circular and black to be visible on the lung surface, as shown in dashed circles.

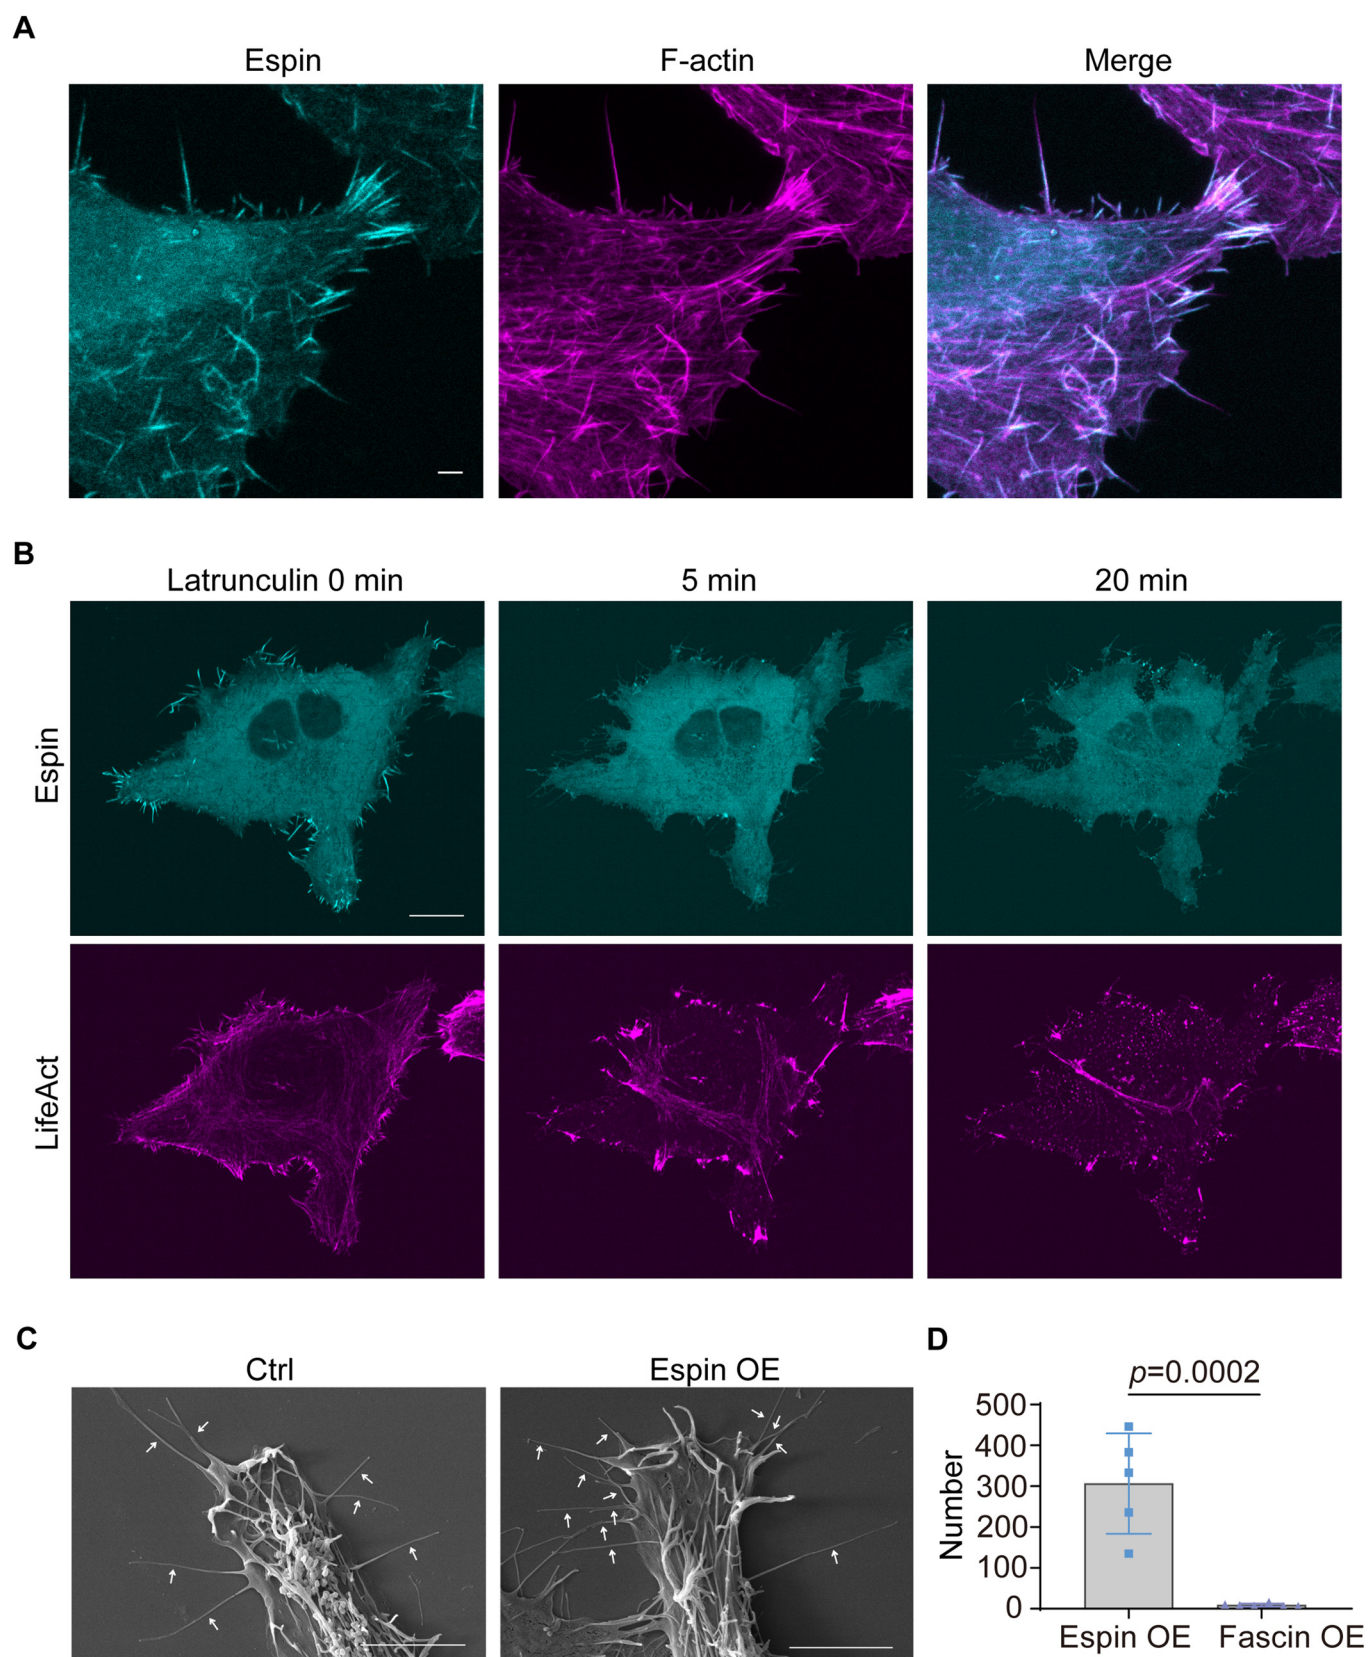

**Figure EV3. Related to Fig. 4.**

(A) Representative images of F-actin staining and espin-EGFP using STED. Scale bar: 5  $\mu\text{m}$ . (B) Signals of LifeAct and espin. Cells transfected with espin and LifeAct were treated with 250 nM latrunculin B. Scale bar: 20  $\mu\text{m}$ . (C) Representative images of cell morphology using SEM, triangles mark filopodia. Scale bar: 5  $\mu\text{m}$ . (D) Quantification of dorsal filopodia number per cell in Fig. 4I. Data represent technical replicates and are shown as mean  $\pm$  SD.  $n_{(\text{Espin OE})} = 5$ ,  $n_{(\text{Fascin OE})} = 6$ . Significance was tested using unpaired Student's *t* test.

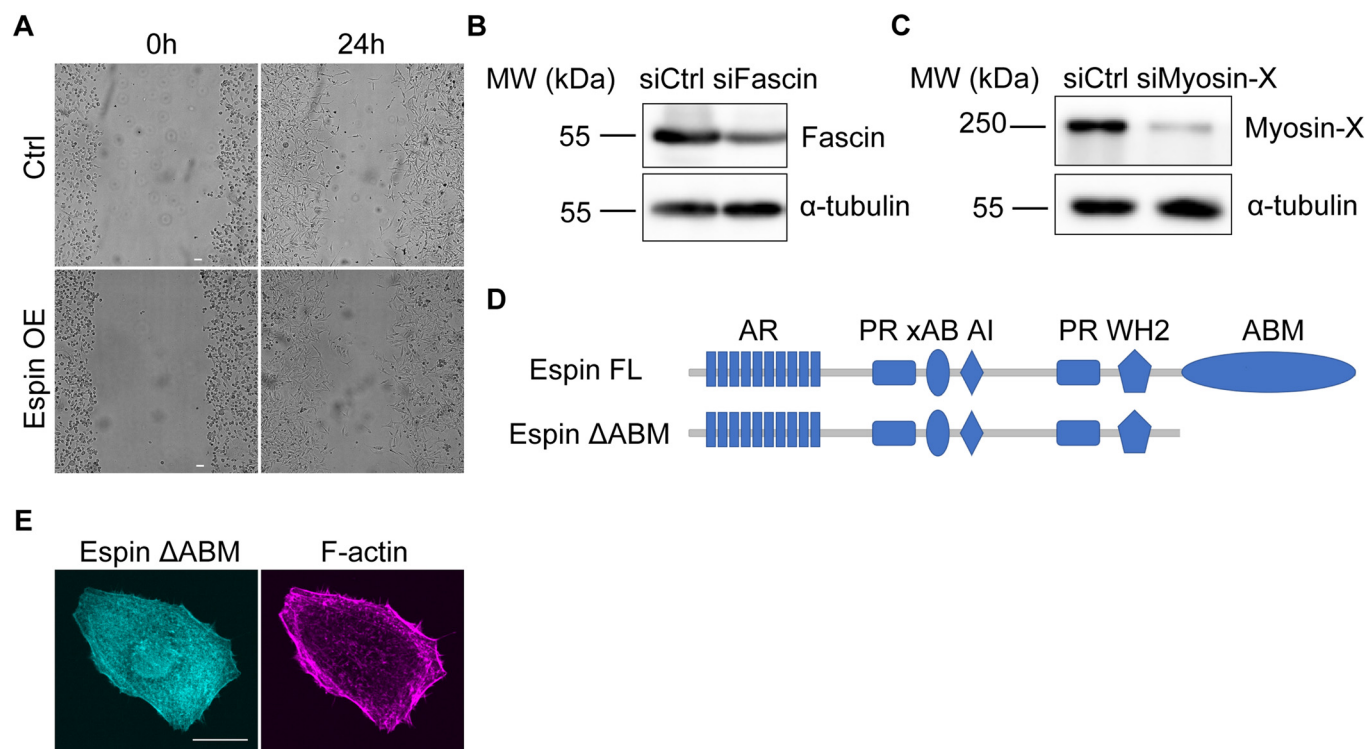

**Figure EV4. Related to Fig. 5.**

(A) Representative images showing the initial and 24 h area in wound healing assay. Scale bar: 50  $\mu$ m. (B) Western blotting showing fascin KD in espn OE cells. Due to the similar molecular weights of fascin and  $\alpha$ -tubulin, siCtrl and siFascin samples were loaded twice on the same 10% SDS-PAGE acrylamide gel. (C) Western blotting showing myosin-X KD in espn OE cells. (D) The structure of espn full length (FL) and the mutant depleting ABM. (E) Fluorescent signals of espn  $\Delta$ ABM and F-actin. Scale bar: 20  $\mu$ m.

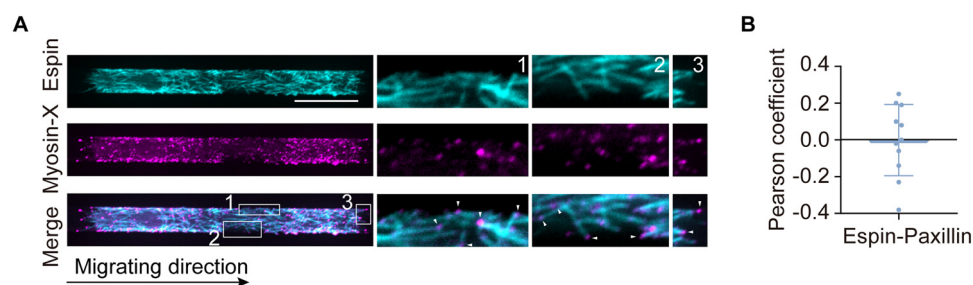

**Figure EV5. Related to Fig. 6.**

(A) Representative images of myosin-X localization and espin in confined channels. Espin OE cells were transfected with myosin-X. Cell areas in white boxes are enlarged. Triangles mark representative myosin-X at the tip of espin-protrusions. Scale bar: 20  $\mu\text{m}$ . (B) The Pearson coefficient of espin and paxillin in confined cells. To filter unspecific background signals, a manual intensity threshold was used when using the Coloc2 in ImageJ to calculate Pearson coefficients. Data represent technical replicates and are shown as mean  $\pm$  SD.  $n_{(\text{Espin-Paxillin})} = 11$ .

How the deposited data were processed for this re-analysis (not part of the article)

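RNA-seq of MEF cells that had migrated through 3 μm pores within 15 h (Confine) was compared with parental cells (Ctrl). The authors deposited raw counts per gene for 6 columns, 3 per group. The authors' library preparation selected polyadenylated RNA and removed the second strand made with dUTP, so the libraries keep the strand. The paper's text does not name the aligner, the counting program, the genome build or the annotation. Of the 55335 gene identifiers, 54587 match GENCODE M21 (GRCm38) with their version and 55154 without it, and this annotation gave gene names, positions, exon lengths and GC content.

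The columns of Confine replicates 1 and 2 were identical in all 55335 genes and were counted as 1 library, so the fit had 3 Ctrl and 2 Confine libraries where 3 against 3 had been planned. The replicate number 2 of this library and the pairing of replicate numbers come from the paper's source table of Fig. 1B, in which the 3 Ctrl columns and 2 of the 3 Confine columns equal the deposited ones over the 1998 genes compared. The remaining Confine column of that table was used only in fits over the genes of that table that test the effect of the repeated library, since the other genes of that library were not analysed here.

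Total counts were 27853805, 24450853 and 22287210 in Ctrl and 32537550 and 27290138 in Confine. A floor of 3 counts corresponds to between 0.101 and 0.128 normalized CPM. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

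Genes were kept by edgeR's filterByExpr (15881 genes), normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without a replicate block. This fit had 3 residual degrees of freedom and a median of 14.8 prior degrees of freedom from the spread shared between genes. With the replicate block there was 1 residual degree of freedom and edgeR's prior degrees of freedom were infinite, so p-values of that fit rest on the shared spread alone. Ctrl replicate 1 is alone in its block there, so the fitted difference rests on replicates 2 and 3. The Benjamini-Hochberg method adjusted p-values over the genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1.5. The TMM factors were 1.04, 1.08 and 1.06 in Ctrl and 0.910 and 0.924 in Confine. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 1 and an inter-gene correlation of 0.01. Of 16 hand-written sets, 15 had at least 3 tested members. Sequence copies were searched with blastn 2.17.0 among GENCODE M21 transcripts, at 95% identity or more.

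The genes named were the 5 annotated in Fig. 1B, the genes of other proteins in the paper (Fscn1, Myo10, Pxn, Cttn and Actb), the called members of the actin-associated and filopodia lists, and the 5 genes with the largest log2 fold change in each direction among called genes with separate groups and a mean of at least 50 counts over the 6 deposited columns. With each library counted once in that mean, other genes enter, and 7 of these 10 are the same.

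On counts simulated for 15881 genes with 200 changed genes, edgeR recovered 90% of the changed genes, and 1.1% of its calls were false. The simulated changes all lay past the fold change cutoff, in equal numbers up and down. Genes were independent, and their spread followed the trend with expression. These rates are therefore not the error rates of the genes called here. The alternatives tried were DESeq2 1.42.0, limma-voom, limma-trend, other normalizations and filters, other cutoffs, the replicate block and leaving out each library. DESeq2 was run without its independent filtering and its cutoff on outlying counts, and the paper's text does not give its own DESeq2 settings. Columns not used numbered 0. The other experiments of the paper have no counts here and were left out.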

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

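The tests of GC content and gene length, of the composition of the libraries, of leukocyte markers and of overlapping genes were chosen only after related values had been seen.

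Among 15 tested gene sets, 6 whose expression in these libraries the paper does not report differed between Confine and Ctrl with an adjusted p under 0.05 by limma's camera test with Benjamini-Hochberg adjustment over the sets. The hypoxia set had a mean log2 fold change of 2.50 (adjusted p = 7.66e-15), with 16 of its 20 tested members called upregulated. The cell cycle set had a mean log2 fold change of -1.51 (adjusted p = 1.64e-17), with 16 of 32 members called downregulated. The matrix protease set had a mean of 1.93 (adjusted p = 2.39e-05), the NF-κB and inflammation set 0.93 (adjusted p = 0.0102), the extracellular matrix set 0.72 (adjusted p = 8.55e-06) and the cholesterol synthesis set -0.60 (adjusted p = 7.55e-06). In each of these 6 sets, both Confine libraries (2 of 2) lay beyond all 3 Ctrl libraries in the set's mean log2 CPM. The camera p-values assume an inter-gene correlation of 0.01. They are too small if members of a set vary together more than that, and they do not measure replication between libraries. With adjustment over the list alone, 18 hypoxia genes and 31 cell cycle genes had an edgeR adjusted p under 0.05, the same numbers as with adjustment over all tested genes.

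Technical explanations were tested on these 6 sets. For library depth, every library was thinned to 22287210 counts, and 6 sets kept their direction and an adjusted p under 0.05. For GC content and gene length, a smooth fit of the log2 fold change on both was removed, and 6 sets kept both. The association across genes was weak (Spearman's rho 0.086 with GC content and -0.035 with length, where genes are not independent replicates), so the fit moved the means little, to 2.49 for the hypoxia set and -1.49 for the cell cycle set. For reads shared with processed pseudogenes, members with a copy of at least 300 bp at 95% identity or more were left out, and 6 sets kept both, with a hypoxia mean of 2.55 over 16 members. For the composition of the libraries, library size alone replaced TMM, and 6 sets kept both, with means from 2.29 for the hypoxia set to -1.715 for the cell cycle set. The camera test compares a set with the other genes, so a shift shared by all genes can hardly move it, and this count decides little. The median of all tested genes moved by -0.21, less than the size of each of the 6 set means, so a shift of that size does not account for them. The 10 genes with the most counts took from 8.54% to 9.93% of each library. For leukocytes in the Confine libraries, the leukocyte marker set had an adjusted p of 0.538, with 6 of its 17 genes tested. Of these 6, 5 had an edgeR adjusted p under 0.05, 3 of them higher and 2 lower in Confine, and Cd68 (log2 fold change 2.67) and Lyz2 (-2.64), chosen after their values were seen, were called. The set's result therefore does not exclude reads from such cells. Of the 4 splits of the 5 libraries that part both same-numbered pairs, 1 gave as large a mean for the hypoxia set, the real one. The largest mean among the other splits of these 4 was 1.71 in size. The other 6 of the 10 possible splits part fewer of these pairs, and the largest mean among them was 1.65 in size. No count over 4 splits can give a share under 0.05, so by this count the changes cannot be told apart from a chance difference between the libraries, and it adds no evidence for or against one. The labels give no sequencing batch, so none was tested. A hypothesis is that cells collected below the pores may have met less oxygen or divided less than the parental cells. These libraries do not separate passage through the pores from the culture on the membrane.

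In 8 genes, every Ctrl library had at most 3 counts and both Confine libraries had at least 100, and 0 genes showed the opposite. Among them, Aire was at least 363.5-fold higher in Confine, Gipr at least 176.5-fold, AC164106.1 at least 124.7-fold and Atp9a at least 39.4-fold, each against the floor of 3 counts. For library depth, 4 of the 8 genes still reached 100 counts in both Confine libraries after thinning. The other 4 did not, so this count decides neither way. After thinning to the same total, the 8 genes had from 68 to 942 counts in Confine libraries and at most 2 in Ctrl libraries, a gap that a difference in depth does not account for. For reads of an overlapping gene, 1 of the 8 genes overlaps a tested gene with a higher mean count: Prtn3, chosen after its values were seen, had a mean of 56.2 counts per library and Plppr3, which it overlaps, 410. Aire overlaps Dnmt3l on the opposite strand (462.6 against 13.2 counts), and AC164106.1 lies within Kctd16 (153.6 against 19 counts). A difference in condition is a possible explanation, and so is a difference between the cell populations sampled. The latter was not tested on these 8 genes in particular.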

How the results depend on the processing

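Apart from 5 choices made after seeing the data (the identical columns counted as 2 samples, alone and with DESeq2 on as many genes as Fig. 1B, the replicate block with these columns as number 1, the crossed replicate block and a protein-coding background), the alternatives were set before the data were examined. Where a result changed, the cause was not tested, except for the identical columns counted as 2 samples, where the effect of a repeated library was tested on the genes of the source table (161 genes with an adjusted p under 0.05, against 112 with 3 different Confine libraries).

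The log2 fold changes of Espn, Fmn2, Fhod3, Rac3 and Coro2a stayed positive in every fit that kept them and was read gene by gene. They ran from 1.84 for Rac3 without Confine replicate 3 to 3.58 for Espn without Ctrl replicate 1. The test against the cutoff (glmTreat) was not read gene by gene. It called only 4 actin-associated genes, so these genes did not all pass it. In the other fits that gave an adjusted p for them, it stayed under 0.05. For the fit with the replicate block this shows little, since its p-values do not use a gene's own replicate spread. Espn and Coro2a were not among the genes kept with at least 10 counts in every sample or with as many genes as Fig. 1B, so those fits give no value for them: their low counts limit these results. The fits that left out a Confine library kept 1 in that group and gave log2 fold changes only, without p-values or calls. Leaving out the deposited Confine replicate 1 changes nothing, since replicate 2 is identical.

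Most alternatives kept the 1271 genes called, 777 upregulated and 494 downregulated, within 1.5 times. With at least 10 counts in every sample, 812 genes were called, 479 of them upregulated. With a fold change above 1.5 as the cutoff, 3459 genes were called (1917 upregulated, 1542 downregulated, 56 actin-associated), and with no cutoff on the fold change 3654 (2035 upregulated, 1619 downregulated, 62 actin-associated). With the test against the cutoff, 357 genes were called (289 upregulated, 68 downregulated), and glmTreat called 4 actin-associated genes. Against protein-coding genes alone, the odds ratio of the actin-associated genes among the genes called was 0.850 in place of 0.822. With DESeq2 on as many genes as Fig. 1B and the identical columns counted as 2 samples, 512 genes were upregulated. With library size alone, 47.9% of the genes called were upregulated against 61.1% with TMM, and 1116 of the 1300 genes called were shared with the TMM fit. The 3 fits that each left out one Ctrl library called from 1159 to 1294 genes.

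With the replicate block, which left 1 residual degree of freedom and p-values that rest on the spread shared by all genes, 1141 genes were called and 1072 of them were shared with the fit without it. Ctrl replicate 1 has no Confine partner, so it does not inform the difference in the block fit. The correlation of same-numbered differences was -0.05 over all tested genes and -0.11 over genes with an average log2 CPM above 2, and with the identical columns as number 1 it was 0.05 and 0.09, so these small correlations, of either sign, give little evidence that the numbers pair the samples. With the crossed replicate block 1188 genes were called, and with the identical columns as number 1, 1315. In the balanced pairs of numbers 2 and 3, crossing cannot move the mean of a gene set. The number of gene sets with an adjusted p under 0.05 was 6 with the replicate block and from 6 to 7 in the fits that gave one. The seventh set was filopodia without Ctrl replicate 2 and with the identical columns as number 1 of the block, and the interferon response without Ctrl replicate 3. Both filopodia fits set Ctrl replicate 2 aside, so they are not separate results.

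Some small differences changed sign. With library size alone the log2 fold change was -0.080 for Fscn1, -0.14 for Myo10 and -0.12 for Pxn, and the set means were -0.11 for actin-associated genes, -0.038 for the unfolded protein response and -0.034 for Y chromosome genes. Actb had 0.013 with the identical columns counted as 2 samples and 0.087 with the replicate block and these columns as number 1. Across the 5 fits that each left out one library, Fscn1 ranged from -0.025 to 0.27, Myo10 from -0.033 to 0.26, Pxn from -0.050 to 0.21 and Actb from -0.096 to 0.089. The interferon response set had a mean of 0.0078 with no filter, 0.078 with the replicate block or the crossed replicate block, 0.050 with the identical columns counted as 2 samples and 0.12 with these columns as number 1 of the block. It ranged from -0.47 to 0.31 across the fits without one library. The serum response set had 0.064 with the replicate block or the crossed block, and from -0.23 to 0.064 without one library. The leukocyte marker set had -0.13 with at least 10 counts in every sample and -0.13 with as many genes as Fig. 1B. Of the other results, 16 moved by more than the spread between replicates, all of them in the fits without a Confine library. Among them were 3 of the sets flagged above, which kept their direction. Without Confine replicate 3 and without replicate 2, the hypoxia set had means of 2.39 and 2.61. The cell cycle set had -1.71 and -1.30, and the NF-κB and inflammation set 1.10 and 0.75. A further 7 results became weaker, all of them Actr3b, and 3 became stronger. These 3 were in the filopodia and interferon response sets. The filopodia set, with a mean of 0.35 (adjusted p = 0.108), had 0.42 without Ctrl replicate 2 (adjusted p = 0.0292) and 0.42 with the identical columns as number 1 of the block (adjusted p = 0.0404), and its adjusted p ranged from 0.0292 to 0.28 over the alternatives. With the identical columns as number 1, Ctrl replicate 2 is alone in its block. Both settings therefore compare the same libraries and are not separate evidence. The interferon response set, with a mean of -0.080 (adjusted p = 0.510), had -0.46 without Ctrl replicate 3 (adjusted p = 0.00690), and its adjusted p ranged from 0.00690 to 0.932 over the alternatives.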

Differences from the paper's values

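The paper's source table of Fig. 1B has 3 different Confine columns over the 1998 genes compared. The paper's values below may therefore rest on a Confine library that the fits here lack, and no setting tried here can make up for that. The number of upregulated genes was 777 against the paper's 490. Of the alternatives set before the data were examined, DESeq2 gave 717, library size alone 622, a minimum of 10 counts in every sample 479 (with 333 downregulated genes against the paper's 527, which differs), as many genes as in Fig. 1B 533, the replicate block 703 and the fit without Ctrl replicate 1 724, all within 1.5 times the paper's number. On as many genes as in Fig. 1B, DESeq2 gave 527 with an adjusted or an unadjusted p, and limma-voom gave 540, also within it. The other alternatives did not close the gap: limma-voom gave 805, limma-trend 765, DESeq2's size factors 767, no filter 867, an unadjusted p 836, a fold change above 1.5 1917, no cutoff on the fold change 2035, the test against the cutoff 289, and the fits without Ctrl replicate 2 and 3 799 and 777. Of those chosen after seeing the values, the crossed replicate block gave 731 and DESeq2 on as many genes as in Fig. 1B with the identical columns counted as 2 samples gave 512, within 1.5 times the paper's number, while the identical columns counted as 2 samples alone gave 791 and the replicate block with these columns as number 1 gave 802, which are not.

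Actin-associated genes called numbered 15 against the paper's 27, counted on a different list, since the paper's text does not list its 27 genes. None of the alternatives set before the data were examined closed the gap; they gave from 4 to 62 genes. With the identical columns counted as 2 samples, chosen after seeing the values, 18 genes were called, which is within 1.5 times the paper's number.

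The log2 fold change of Fhod3 was 2.95 (standard error 0.32) against about 2.5 in the paper's Fig. 1B, read by eye. The other genes annotated there were also higher here, each by less than its standard error. Their values were 3.10 against about 2.7 for Espn, 2.24 against 1.8 for Coro2a, 2.31 against 2.2 for Fmn2 and 2.17 against 2.1 for Rac3. The Fhod3 value was 2.75 with library size alone and 2.71 without Ctrl replicate 2, which differ from the paper's value by less than the standard error of those fits, and the other alternatives set before the data were examined did not close the gap. The replicate block with the identical columns as number 1, chosen after seeing the values, gave 2.72. Ctrl replicate 2 is alone in its block there, so this is close to the fit without that library.

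The -log10 of the smallest adjusted p was 11.9 against about 5.9 in the paper's Fig. 1B, read by eye. Of the alternatives set before the data were examined, leaving out Ctrl replicate 2 gave 8.80, within 1.5 times, and the others did not close the gap, with 207 for DESeq2 and 11.0 for limma-voom. With the identical columns counted as 2 samples, chosen after seeing the values, it was 7.26. Others chosen after seeing the values did not close the gap: the replicate block with these columns as number 1 gave 12.3, the crossed replicate block 136.6, and DESeq2 on as many genes as in Fig. 1B with the identical columns counted as 2 samples gave a smallest adjusted p listed as 0.

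The paper counts more downregulated than upregulated genes, while 61.1% of the genes called here were upregulated. With library size alone, 47.9% were upregulated.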

Other observations

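The test of chromosome copy number was chosen only after the chromosome medians had been seen.

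Confine replicates 1 and 2 hold identical counts in the deposited table, while the paper's source table of Fig. 1B has 3 different Confine columns over the 1998 genes compared. Counting the repeated library as 2 samples raised the genes with an edgeR adjusted p under 0.05 from 3654 to 5173. As a test of whether the repetition itself could raise the number, 487 genes of the source table were fitted with its own columns. The repeated library counted as 2 gave 161 genes with an adjusted p under 0.05, 3 different Confine libraries gave 112 and 2 different libraries gave 110. With the cutoff on the fold change as well, the numbers of genes called were 31, 30 and 30, so the repetition hardly moved the calls over these genes. This is in line with a repeated library understating the spread between replicates.

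Of the 4 splits of the 5 libraries that part both same-numbered pairs, 1 called as many genes as the real split, the real one, and the largest number among the others was 0. The largest number among the remaining 6 splits was also 0. No split of 5 libraries can give a share under 0.05, so chance cannot be excluded in this way. For a subclone with other chromosome copy numbers, the chromosome median log2 fold change farthest from 0 was -0.083, on chromosome 16, which goes against such a subclone as the source of the genes called.

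Among the genes called upregulated were 76 processed pseudogenes, and 30 were called downregulated. The hypothesis that their counts may be reads shared with parent genes was tested on the 53 upregulated pseudogenes with a tested parent. The parents had a median log2 fold change of 2.14, against 0.07 for the parents of pseudogenes not called (one-sided permutation test with 10000 resamples, p = 0.0001, the smallest they can give). Of the 53, 33 share 1 parent, Gapdh, a gene chosen after its values were seen, so the test was repeated with each parent counted once. The 19 parents then had a median of 1.76 and the 387 parents of uncalled pseudogenes alone -0.04 (one-sided permutation test, p = 0.0001, the smallest that 10000 resamples can give). The test treats parents as independent genes, which they need not be. Of the 53 pseudogenes, 45 had a parent called upregulated, and for these the values go with shared reads. Only 11 of the 19 parents were called upregulated. The others ran from -0.38 for Snu13 to 0.53 for Rps19, so reads shared with them do not account for their pseudogenes. The pseudogenes among the calls are uncertain. No biological explanation was tested.

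Other proteins that the paper studies had transcripts with small differences. The log2 fold change was 0.13 (standard error 0.19, edgeR adjusted p = 0.681) for Fscn1, 0.07 (standard error 0.20, adjusted p = 0.844) for Myo10, 0.08 (standard error 0.19, adjusted p = 0.805) for Pxn, -0.08 (standard error 0.18, adjusted p = 0.802) for Cttn and -0.01 (standard error 0.18, adjusted p = 0.970) for Actb. With library size alone, which moves the median of all tested genes by -0.21, Fscn1, Myo10 and Pxn had negative values.

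The largest downregulation among the genes chosen by rule was in Abi3bp (log2 fold change -4.04), followed by Kctd12 (-4.03), Mc5r (-3.92), Atoh8 (-3.50) and Il1rn (-3.23). Ghrh, with 0 counts in Ctrl, was at least 34.68-fold higher in Confine.

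The 37 mitochondrial genes took 0.747% ± 0.059 (SD, n = 3) of counts in Ctrl and 0.721% ± 0.041 (SD, n = 2) in Confine, a difference within the spread between libraries (two-sided exact permutation test, p = 0.7, where 0.1 is the smallest possible).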
